# Involvement of Histone Acetylation of Sox17 and Foxa2 Promoters during Mouse Definitive Endoderm Differentiation Revealed by MicroRNA Profiling

**DOI:** 10.1371/journal.pone.0027965

**Published:** 2011-11-23

**Authors:** Shijun Fu, Qi Fei, Hua Jiang, Shannon Chuai, Song Shi, Wen Xiong, Lei Jiang, Chris Lu, Peter Atadja, En Li, Jianyong Shou

## Abstract

Generation of hepatocyte from embryonic stem cells (ESCs) holds great promise for hepatocyte replacement therapy to treat liver diseases. Achieving high efficiency of directed differentiation of ESCs to hepatocyte is of critical importance. Previously, Wnt3a has been reported to promote Activin A-induced human definitive endoderm (DE) differentiation, the early stage of hepatocyte differentiation. However, the underlying molecular mechanisms are not clear. Growing evidence demonstrated that microRNAs (miRNAs) are key regulators involved in various important biological processes including the regulation of stem cell differentiation. In the present study, we profiled genome wide miRNA expression during Wnt3a and Activin A induced mouse DE differentiation. We uncovered distinct miRNA expression patterns during DE differentiation with the identification of a subset of miRNAs whose expression is synergistically regulated by Wnt3a/Activin A treatment at different stages of DE differentiation. Forced expression of a pool of such synergistically regulated miRNAs alone could partially promote DE differentiation, indicating a regulatory role of them. Using TargetScan and GeneGO pathway analyses, the synergistically regulated miRNAs are predicted to regulate key pathways involved in DE differentiation; among them includes the regulation of histone acetylation. Consistently, Wnt3a and Activin A treatment increased global histone acetylation which can be partially mimicked by over expression of the pooled miRNAs. Chromatin IP (ChIP) experiments demonstrated that the promoter regions of Sox17 and Foxa2 are subjected to histone acetylation regulation. Administration of Hdac inhibitors greatly augmented DE differentiation. Our data uncovered a novel epigenetic mechanism of Wnt3a and Activin A induced DE differentiation, whereby the treatment of growth factors induced histone acetylation at least in part by the regulation of miRNA expression.

## Introduction

Diseases like cirrhosis and cancer caused liver injuries usually lead to liver dysfunction and/or organ failure. Liver transplantation is so far the only effective treatment for liver cancer/failure or other end stage liver diseases [1]. Shortage of donor organs has limited its clinical applications. Treating liver cancer and other liver diseases remains a major unmet medical need. Hepatocyte transplantation has emerged as a promising alternative to liver transplantation for treating liver diseases. However, such cell replacement therapy is greatly hindered by the limited availability of functional human hepatocyte suitable for transplantation. Hepatocytes are also widely used in drug toxicity screen. Therefore, establishing and understanding the mechanism of hepatogenic differentiation paradigm is not only scientifically interesting, but also clinically important.

The potential of ESCs to differentiate into cell types of a variety of organs has generated much excitement for regenerative medicine. Of great interests are DE derived organs, such as liver and pancreas. Although several hepatocyte differentiation platforms have been reported [2]–[5], the underlying mechanisms are not fully understood. Activin A, the member of transforming growth factor (TGF)-beta super-family, is known to play key roles in directing ESC differentiation into DE, the early stage of hepatocyte differentiation [6]. In addition, other factors such as members of Wnt signaling pathway also play important roles in DE formation; disruption of the Wnt signaling pathways prevents endoderm formation during mouse embryo development [7], [8]. *In vitro,* Wnt3a signaling is also reported to be required for efficient differentiation of human ESCs to functional hepatic endoderm induced by Activin A, suggesting Wnt3a can improve the efficiency of Activin A-induced DE differentiation [9]. However, the detailed mechanisms for the synergistic effect are not understood.

microRNAs (miRNAs) are endogenous, short (about 22-nucleotide) noncoding RNAs, known to regulate the expression of target genes by degrading the target mRNA transcripts and/or by inhibition of mRNA translation [10]. Up to 30% of human genes are predicted to be regulated by miRNAs [11], suggesting a central role for miRNAs in the regulation of gene expression at post-transcriptional level. *In vivo*, recent reports revealed that embryonic development was accompanied by dynamic expression of miRNAs. miRNAs such as lin-4 and let-7 are critical for temporal control of larval development in c.elegans [12], [13]. In mouse preimplantation development, a set of miRNAs are tightly regulated during trophectoderm specification [14]. *In vitro*, characterizations of miRNAs expression in mouse and in human ESCs and ESCs-derived embryoid bodies have been recently published and revealed two highly-expressed clusters [15]–[17]. Furthermore, DE specific miRNAs have been identified in human ESC-derived endoderm cells [18], [19]; suggesting that miRNAs play important roles in DE differentiation.

In this report, we performed a genome-wide analysis of miRNA expression in Activin A and Wnt3a-treated mouse ESCs during the different stages of DE differentiation to identify candidate miRNAs likely to be involved in Wnt3a and Activin A induced DE formation. Our analysis exhibited a distinct miRNA expression fingerprint. Furthermore, we found that forced expression of a subset of synergistically regulated miRNAs could partially mimic the roles of Wnt3a and Activin A. Pathway analyses also revealed the involvement of histone acetylation in Activin A/Wnt3a-driven DE differentiation, which is further confirmed by treating the cells with small molecular weight Hdac inhibitors as well as ChIP experiments. Our study established a regulatory cascade from extracellular cytokine treatment to miRNA expression to histone modification in cell nuclei during DE differentiation.

## Materials and Methods

### Cell culture

The mouse ES TCL-1 cells were derived from 129/SvJae mice using the same protocol as previously described [20], which is according to national and international guidelines. This procedure was approved by the Animal Ethics Committee at Novartis Institutes for Biomedical Research in Cambridge (approved animal protocol 09 DMP 072). The passage number used here ranged from 10 to 20. mESCs were maintained on mitomycin C-treated MEF feeder layers in DMEM medium supplemented with 15% FBS, 1 mM L-glutamine, 1 mM nonessential amino acids, 0.1 mM beta-mercaptoethanol, 1% Penicillin/streptomycin (all from Invitrogen, Carlsbad, USA), and 1000 unit/ml LIF (Millipore, Billerica, USA) under a standard gas atmosphere of humidified air/5% CO2.

### Definitive endoderm and hepatocyte differentiation

Mouse ESCs were maintained on MEF feeder cells until they reached about 80% confluence. Prior to differentiation, mouse ESCs were passaged onto gelatin-coated plates for 1 hour to remove feeders, and afterwards, ESCs were seeded at 80000 cells per well on collagen-coated 6 well plate. After overnight culture, cells were treated with 100 ng/ml Activin A (R&D system, Minneapolis, USA), or 50 ng/ml Wnt3a (R&D system, Minneapolis, USA), or 100 ng/ml Activin A plus 50 ng/ml Wnt3a (R&D system, Minneapolis, USA) in RPMI 1640 (Invitrogen, Carlsbad, USA) supplemented with 1XB27 and 1X sodium butyrate (Invitrogen, Carlsbad, USA) for 3 to 5 days for endoderm differentiation. For hepatic induction, after 5 days of Activin A plus Wnt3a treatment, the differentiated cells were cultured in hepatocyte culture medium (HCM) (Lonza, Basel, Switzerland) containing 30 ng/ml FGF4 (R&D system, Minneapolis, USA) and 20 ng/ml BMP2 (R&D system, Minneapolis, USA) for 5 days, then the differentiated cells were further treated with 20 ng/ml HGF (R&D system, Minneapolis, USA) in HCM for maturation. Cells cultured in the same medium without growth factors were used as the negative control. Through the entire culture period, medium was replenished every day.

To assess the effects of Hdac inhibition on DE differentiation, the mouse ESCs were treat the same as above, except TSA (Sigma, St. Louis, USA) was added at the final concentration of 1–10 nM to the differentiation medium. DMSO alone added samples were used as the negative control. Cells were harvested for RNA isolation and IF analyses at different stages of differentiation.

### RNA isolation and miRNAs profiling

ESCs were treated with 100 ng/ml Activin A, or 50 ng/ml Wnt3a, or 100 ng/ml Activin A plus 50 ng/ml Wnt3a, and the samples were collected at 1 day, 3 days, and 5 days after treatment, respectively. Cells treated with the same medium without growth factors were used as the negative controls for each time point. All samples were lysed in Trizol and RNA was extracted using the procedure recommended by the manufacture (Invitrogen, Carlsbad, USA) and DNA containment was removed using DNase digestion. RNA quality was confirmed by Agilent bioanalyzer 2100.

Agilent miRNA arrays were performed in one color according to the manufacturer's instructions at Shanghai Biochip Corporation, China (Agilent Technologies, Santa Clara, USA). Data were acquired using Agilent Feature Extraction software version 9.5.3.1. To normalize the data across different arrays, quantile normalization method was applied and all further analyses were carried out using the normalized and background subtracted intensity values [21], [22]. Further data analyses were performed by using GeneSpring GX 10.0, cluster 3.0, treeview and R. In brief, the qualities of raw data were examined by hierarchal clustering and principal component analysis (PCA) (Figure S1). Differentially expressed miRNAs were identified by one-way ANOVA test under following criteria (FDR<0.05, and Log2 difference>1or <−1, respectively). The synergistically regulated miRNAs were identified using the following criteria: the miRNAs were up- or down- regulated at least 1.5 fold in Activin A plus Wnt3a treated samples compared to Activin A treated samples, while, the miRNAs were not significantly regulated in Wnt3a alone treated samples. The differentially expressed miRNAs were clustered using cluster 3.0 and displayed using Treeview. For miRNAs expression finger print analysis, the differentially expressed miRNAs were re-normalized by using Z-score normalization in spotfire, and then further clustered by 9×9 SOM in Genespring. After that, for each sample, these miRNAs were averaged in each cluster and presented by heatmap which respond to each cluster in SOM. For pathway analysis, first, we predicted target genes of synergistically regulated miRNAs using TargetScan version 5.1 and Miranda, and further used these genes as an input for pathway analysis using GeneGO software [23]. All data in our study is MIAME compliant and that the raw data has been deposited in the National Center for Biotechnology Information Gene Expression Omnibus repository (GEO accession no. GSE29093).

### Immunofluorescence (IF)

Cells were fixed in 4% paraformaldehyde in phosphate-buffered saline (PBS) at room temperature for 20 minutes and treated with 0.5% Triton X-100 for 30 min, then washed with PBS for three times, The fixed cells were blocked with PBS containing 3% bovine serum albumin at room temperature for 1 hour. Cells were incubated with primary antibodies at 4°C overnight. Normal rabbit serum was used as a negative control, and no fluorescence was observed in the negative controls. The primary antibodies against Sox17 (R&D system, Minneapolis, USA) and Foxa2 (Millipore, Billerica, USA) were diluted at 1∶300, antibodies against Albumin (ABcam, Cambridge, England) and AFP (R&D system, Minneapolis, USA) was diluted at 1∶200, respectively. After washes with PBS three times, FITC-conjugated or TRITC-conjugated secondary antibody (Invitrogen, Carlsbad, USA) diluted at 1∶1000 was added and incubated at 37°C for 1 hour. Then 1 ug/ml DAPI was used to stain the cell nuclei.

### Real-time RT-PCR (RT-qPCR)

Real-time RT-PCR analysis was performed on an ABI Prism 7900 Sequence Detection System using the SYBR Green PCR Master Mix and miRNA Taqman Master Mix (Applied Biosystems, Foster City, USA), respectively. The PCR reaction was performed as described [24]. The relative expression of each gene was normalized against Gapdh, and the relative expression of each miRNAs was normalized against U6 snRNA, respectively. The primers and miRNAs probe number used for the quantitative RT-PCR are shown in Table S1.

### miRNAs over-expression

In order to over-express miRNAs in differentiating ESCs, six synthetic mature miRNAs (Invitrogen), mir-181c/338-5p/222/196a/196b/let-7e, were pooled together equivalently. Cel-miR-67, which has been confirmed to have minimal sequence identity with miRNAs in human, mouse and rat, was used as a negative control. The final concentration of the pooled miRNAs and the control miRNA (Cel-67) is 20 uM. Mono-layer ESCs were treated with 100 ng/ml Activin A for three days in collagen coated 6-well plate, then transfect with 10 ul pooled miRNAs by using 5 ul RNAMAXi reagent (Invitrogen, Carlsbad, USA). The transfected cells were allowed for further differentiation for 2 more days. At day 5, the differentiating cells were transfected one more time with 10 ul of pooled miRNAs the same as above. 5 days after the initial transfection, all the samples were collected and analyzed for DE marker expression. The detailed protocol was described in Methods S1.

### Inhibition of miRNA expression by synthetic miRNA inhibitors

In order to confirm the roles of the regulatory miRNAs in Activin A and Wnt3a induced DE cell differentiation and histone acetylation level, we over-expressed pooled miRNA inhibitors in differentiating ESCs. The synthetic miRNA inhibitor experiment was carried out essentially the same as that of the pooled miRNA over-expression experiment. Six synthetic mature miRNA inhibitors including mir-181c/338-5p/222/196a/196b/let-7e were pooled together equivalently. Cel-miR-67 inhibitor was used as a negative control. All miRNAs inhibitors were synthesized by Invitrogen (Carlsbad, USA). At the 5th day of differentiation, the samples were collected and analyzed on DE markers and histone acetylation levels.

### Western blot analysis

Cells were lysed in 1XRIPA lysis buffer in the presence of protease inhibitor mixture (Roche, Basel, Switzerland). To determine protein concentration, the lysates were measured using a Bio-Rad BCA protein assay (Bio-Rad, Richmond, USA), and resolved on a 10% SDS-PAGE gel, then transferred to a nitrocellulose membrane (Invitrogen, Carlsbad, USA). After blocking with Superblock T20 Blocking buffer (Thermo scientific, Waltham, USA), the membrane was incubated with a primary antibody overnight at 4°C and then with a secondary antibody conjugated with alkaline phosphatase (1 h at room temperature), the signal was detected by using a chemiluminescence method. The following polyclonal primary antibodies were used: anti-human Sox17 (1∶1000, R&D system, Minneapolis,USA), anti-H3K9Ac (1∶1500, Cell Signaling, Danvers, USA), anti-H3K27Ac (1∶1500, Cell Signaling, Danvers, USA), anti-Tubulin (1∶10000, Santa Cruz Biotechnology,California, USA).

### Chromatin Immunoprecipitation PCR (ChIP-PCR)

Mouse ESCs were cultured in differentiation medium for 2 days as mentioned above. The cells were then treated with fresh culture medium containing 1% formaldehyde for 10 minutes, and washed twice with ice cold PBS containing protease inhibitors. The cell pellets were then re-suspended in SDS lysis buffer also containing protease inhibitors (200 µl lysis buffer for every 1*10^6^ cells) and incubated on ice for 10 minutes. Cell lysate was sonicated (15w for 10 seconds for three times) to shear DNA to lengths between 200 and 1000 base pairs. The next ChIP experimental procedures were performed following the protocol of chromatin Immunoprecipitation (ChIP) Assay Kit (Millipore17–295) using the antibody against H3K9Ac (Cell Signaling, Danvers, USA). The eluted DNA was used to assess the level of acetylated H3K9 recruited to Sox17 and Foxa2 promoters by PCR and qPCR. For each gene, the primers were designed based on the sequence 1 kb to 2 kb upstream of transcript initiation site. The sequences were listed in Table S1.

## Results

### Wnt3a improves the efficiency of Activin A-induced DE formation from mouse ESCs

DE has been successfully derived *in vitro* from mouse ESCs in the culture condition of low serum and high concentration of Activin A [25]. It has been shown previously that Wnt3a could improve the efficiency of Activin A-induced DE differentiation from human ESCs [9]. We hypothesized that Wnt3a might also improve the efficiency of Activin A-induced DE formation in mouse ESCs. To test this hypothesis, we treated mouse ESCs with Activin A either in the presence or absence of Wnt3a. After treatment in serum-free culture medium for 5 days, cells were analyzed for their expression of specific DE markers (Sox17 and Foxa2). Immunofluorescence (IF) staining revealed that about 80% of the cells treated with Activin A and Wnt3a expressed Sox17 or Foxa2, while only about 40% of the cells were Sox17 or Foxa2 positive when treated with Activin A alone (Figure 1A). Wnt3a alone did not affect DE differentiation. RT-qPCR further confirmed that the expression of Sox17 and Foxa2 was significantly increased upon co-treatment with Activin A and Wnt3a, while addition of Wnt3a alone did not induce DE formation from mouse ESCs (Figure 1B). Activin A and Wnt3a co-treatment did not significantly induce the expression of Nestin, Cdx2, Bmp4, or mT (data not shown), suggesting that most of the differentiated cells were not mesoderm or ectoderm cells. Together, our data indicated that Wnt3a can augment mouse ESC derived DE formation by acting synergistically with Activin A.

**Figure 1:**
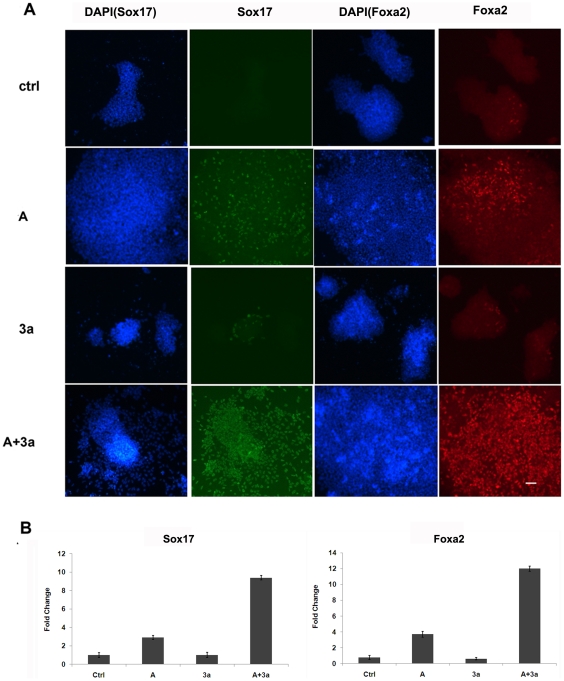
Wnt3a improves the efficiency of Activin A induced DE differentiation from mouse ESCs. The mouse ESC line, TCL-1 cells, were treated with 100 ng/ml Activin A, 50 ng/ml Wnt3a, or 100 ng/ml Activin A plus 50 ng/ml Wnt3a, respectively. The differentiated cell samples were collected 5 days after treatment for DE marker analyses by using IF and RT-qPCR. A. IF staining of Sox17 and Foxa2 expression in differentiated mouse ESCs treated with different growth factors. Scale bar: 50 uM. B. RT-qPCR examination of the expression of DE markers, Sox17 and Foxa2. Data are expressed as mean fold change ± SD. A: Activin A; 3a:Wnt3a.

### DE cells induced by Activin A and Wnt3a are competent for hepatocyte differentiation

It has been shown that ESC-derived DE could further differentiate into hepatocytes by treatment with FGFs, BMP and HGF sequentially. We next addressed whether the mouse DE cells induced by Activin A and Wnt3a are competent of hepatocyte differentiation. The DE cells induced by Wnt3a/Activin A were further treated with FGF4 and BMP2 for hepatic initiation, and subsequently with HGF for hepatic maturation. After total 8 days of differentiation, the cells became more flattened morphologically (Figure 2A); most of the differentiated cells expressed AFP and Albumin by IF analysis (Figure 2B), indicating that these cells have differentiated into hepatocyte-like cells. We further confirmed their hepatic cell identity by examining the expression of other known hepatocyte markers using RT-qPCR. We found that, under the current differentiation conditions, the differentiated cells are positive for various hepatocyte markers including Ck7, Ck18, Ck19, Tat, G6p, and Hnf4 (Figure 2C). These results suggested that mouse DE cells induced by Activin A and Wnt3a were capable of differentiating into hepatocytes.

**Figure 2:**
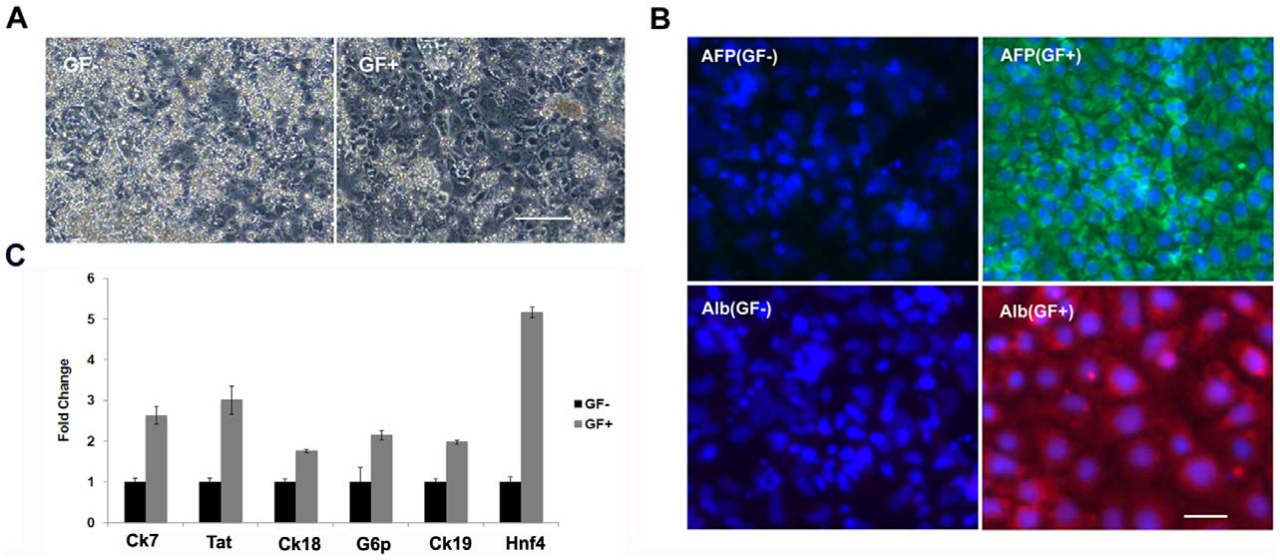
Hepatic differentiation of Activin A and Wnt3a induced mouse DE. Mouse DE cells induced by Activin A and Wnt3a were treated with growth factors (GFs) for further differentiation into hepatocytes for 8 days. A. Morphology of differentiated cells with or without GFs. Please note that the GF treated cells demonstrated typical hepatocyte like morphology. Scale bar: 50 uM. B. IF staining of AFP and Albumin (Alb) in differentiated cells. Scale bar: 20 uM. C. RT-qPCR examination of hepatocyte marker expression in the differentiated cells. Data are expressed as mean fold change ± SD. GF: 30 ng/ml FGF4, 20 ng/ml BMP2, 30 ng/ml HGF.

### Characterization of miRNA expression fingerprint during DE differentiation

We have shown that Wnt3a could act synergistically with Activin A to induce mouse DE formation as they did to human ESCs [18], [19]. Nevertheless, the underlying molecular mechanism is unknown. Since it has been well established that miRNAs are involved in various development and differentiation processes, we asked whether the synergy between Wnt3a and Activin A in DE differentiation involves the regulation of miRNAs. Previous studies had uncovered some miRNAs expressed by human ESC-derived DE cells [18], [19]. We examined the expression of two of them, mir-125a-5p and mir-let-7e, during mouse DE differentiation. The result shows that they were also regulated by Activin A and Wnt3a in mouse ESC derived DE differentiation (Figure S2). These two miRNAs do not show significant synergistic expression pattern upon Activin A and Wnt3a treatment.

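MiRNA expression was measured on 39 Agilent 1-colour (Cy3) mouse miRNA arrays, 1 array per sample. The samples formed 13 groups of 3: undifferentiated mouse ESCs, and cells kept as control or treated with 50 ng/ml Wnt3a, 100 ng/ml Activin A or both for 1, 3 or 5 days. The authors deposited the scanner output of every array, in which Agilent's Feature Extraction software had subtracted the background and summed the intensity of the probes of each miRNA into a total signal, without normalization between arrays. Each array carried probes for 650 miRNAs of mouse and of 2 mouse viruses, and the software set the signal of a miRNA it did not detect to 0.1. Between 183 and 375 miRNAs were detected per array, with a median of 296. The group medians were 193 in undifferentiated ESCs, 207 to 222 at day 1, 291 to 309 at day 3 and 308 to 352 at day 5. The median local background lay between 35 and 42 intensity units, and 0 spots were saturated. For the values reported here the signals were quantile normalized across the 39 arrays, raised to a floor of 2 and put on the log2 scale. A miRNA was tested where it was detected on at least 2 of the 3 arrays of at least 1 group in the comparison. Differences were tested with limma and adjusted by the Benjamini-Hochberg method, over the 39 arrays for the 13 groups and over the 12 arrays of a day for the treatments of that day. A miRNA that was undetected on all 3 arrays of a group had no measured level there, so its fold is given as a lower bound. Undetected arrays of a group that was detected on 1 or 2 of 3 enter its mean at the floor, so the size of such a difference depends on the floor. This bound runs from the mean log2 level of the other group to the mean, over the 3 arrays, of the lowest normalized log2 signal at which each array detected any miRNA. The lowest detected signal was between 12.3 and 34.4 on the arrays of undifferentiated ESCs and day 1 and between 2 and 11.3 on those of days 3 and 5, so low levels were harder to measure early on. The arrays lay on 5 slides of up to 8 and were scanned in 2 sessions. At day 1 all control arrays lay on 1 slide and all arrays with Wnt3a, alone or with Activin A, on another. The same held at day 5, so the calls of these treatments on both days are in part confounded with slide. The 3 arrays of Activin A plus Wnt3a at day 3 shared their slide and scan session with no other array of that day, so at day 3 this treatment and its slide cannot be told apart. Where the alternatives that kept a call are counted, the authors' processed matrix is left out as labelled, since 18 of its 39 columns hold the values of an array that the scanner output gives to another group, Activin A with or without Wnt3a. The scanner output's labels are used here, and the values of the paper's Tables S3 and S4 follow them. If they were the wrong ones, Activin A and Activin A plus Wnt3a would be exchanged on 18 arrays and every difference between them would change sign. With 3 arrays per group, the number of arrays limits the precision of every difference.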

To gain a comprehensive understanding of the effects of Wnt3a and Activin A on miRNAs expression, we performed global miRNA expression profiling using microarray. We treated mouse ESCs with Activin A, Wnt3a or Activin A plus Wnt3a, and collected the RNA samples at 1 day, 3 days and 5 days after treatment, representing different stages of DE differentiation (namely, DE initiation, DE progression, and DE maturation, respectively). We used the Agilent miRNA microarrays for the profiling study. 

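Of the 373 miRNAs that passed the detection filter over all 39 arrays, 330 differed among the 13 groups, undifferentiated ESCs included, at an adjusted p under 0.05 in limma's F-test. The one-way test named in the methods called 328 on the same log2 values. With slide as a random block the count was 340, but the block's correlation was -0.0506, so this is no test of slide. Leaving out each array in turn gave 324 to 331. The setting that moved the count most was quantile normalization of the log2 signals in place of the signals, which gave 285 and was chosen after the data had been seen.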

ANOVA test showed that 386 miRNAs were differentially expressed under the cutoff of FDR<0.05 among all the treatment groups during Wnt3a/Activin A-induced DE differentiation. 

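The 39 arrays were clustered by average linkage on 1 minus the correlation across the 330 miRNAs. The first division set the 15 arrays of undifferentiated ESCs and day 1 apart from the 24 arrays of days 3 and 5. The next division separated the 3 arrays of undifferentiated ESCs. With 4 clusters, the 6 arrays of control and Wnt3a at day 5 formed a cluster of their own, and the other 18 arrays of days 3 and 5 stayed together. The nearest array of every array came from the same day, and for 29 of the 39 it came from the same treatment group as well. For 33 of the 39 it also lay on the same slide, and since 2 of the 5 slides held arrays of 1 day only, day and slide were separated only in part.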

The overall expression pattern of the differentially expressed miRNAs was demonstrated by hierarchal clustering analysis (Figure 3A). We further identified the differentially regulated miRNAs respect to the various stages of differentiation. At DE initiation, Only 4 miRNAs were significantly regulated under the cutoff as FDR<0.05 and fold>2 or <0.5. 

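At day 1, 10 of the 240 miRNAs tested passed limma's F-test over the 3 treatments at an adjusted p under 0.05 and differed more than 2-fold from control in at least 1 treatment, while 95 had an unadjusted p under 0.05. The 10 were let-7f*, mir-150, mir-181c, mir-202-3p, mir-223, mir-290-5p, mir-298, mir-335-3p, mir-468 and mir-718. In mir-150 the log2 level was 5.83 ± 0.06 (SD, n = 3) in control, 5.86 ± 0.15 with Activin A, 7.33 ± 0.04 with Wnt3a and 7.08 ± 0.08 with both. Its log2 difference from control was 1.50 with Wnt3a (SE 0.08, limma adjusted p = 4.07e-06) and 1.25 with both (adjusted p = 2.01e-05). Only 2 others of the 10 were detected on all 12 arrays of the day: mir-290-5p differed by 1.18 with Wnt3a (adjusted p = 0.0166) and mir-202-3p by -1.30 with both (adjusted p = 0.0155). In control, mir-181c and mir-335-3p were detected on 1 of 3 arrays, and let-7f*, mir-223 and mir-298 on 0. Conversely, mir-468 and mir-718 were undetected with Wnt3a and with both treatments, at least 2.44-fold and at least 1.57-fold below control in Wnt3a. For let-7f*, mir-223, mir-298 and mir-718 the 2-fold difference thus rests on the floor: the bound was at least 1.07-fold for mir-223 with both treatments, and let-7f* and mir-298 had no bound over 1. Because control and Wnt3a arrays lay on different slides, the comparison was repeated with slide as a term of the fit, which rests on the 3 Activin A arrays, 2 on the control slide and 1 on the other. The count then fell to 2, of which 1 was among the 10: mir-150 kept a log2 difference of 1.27 with Wnt3a (adjusted p = 0.00068) and 1.02 with both (adjusted p = 0.00349), and its adjusted p stayed under 0.05 in each of the 13 alternatives run for both treatments. The other 9 did not pass with the slide term. Under normexp background correction, whose offset of 50 shrinks differences at low signals by construction, 0 passed. Of 99 random regroupings of the 12 arrays, 2 gave as many, 10 and 12, and in both the arrays of 3 of the 4 groups lay on 1 slide each, as in the real groups. The count was 1 without control replicate 3 and 17 without Activin A replicate 3, the lowest and highest of 12 omissions.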

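Among the 12 arrays of day 3, 81 of 326 miRNAs tested met the thresholds of adjusted p and fold used for day 1, and among those of day 5, 114 of 368. Their unadjusted p was under 0.05 for 244 and 196 miRNAs, and 55 miRNAs were in both lists. Leaving out each array in turn gave 74 to 82 at day 3 and 106 to 145 at day 5. The alternative that moved the counts most was normexp background correction, with 12 and 28. Its offset of 50 shrinks differences at low signals by construction, which lowers any count over 2-fold. Among the miRNAs detected on all 3 arrays of both groups, the largest increases with Activin A plus Wnt3a over control at day 3 were those of mir-141, by 2.11 on the log2 scale (SE 0.22, adjusted p = 2.05e-05), of mir-27a by 2.04 and of mir-23a by 1.88. Decreases of similar size were those of mir-335-5p with -2.36, mir-124 with -2.30 (SE 0.12, adjusted p = 1.1e-07) and mir-322 with -1.66. At day 5 mir-200a rose by 3.56 (SE 0.26, adjusted p = 2.31e-06), mir-429 by 3.54 and mir-200c by 3.31. Among the same kind of miRNAs, the largest decreases of day 5 were -4.70 for mir-124 (SE 0.16, adjusted p = 6.33e-09), -3.23 for mir-9 (SE 0.64, adjusted p = 0.0021) and -2.28 for mir-181b. Other fitted decreases of day 5, -7.08 for mir-219 and -4.36 for mir-9*, had 1 of 3 treated arrays with detection and depend on the floor. All of the miRNAs detected throughout were called in each omission of 1 array. Of the alternatives, the fit of all 39 arrays together left the adjusted p of mir-322 at 0.337, and the fit with slide that of mir-9 at 0.106. The former takes its spread from all days, and with Activin A at day 1 mir-322 ranged from the floor to 5.5.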

While differentiation proceeds, increasing number of miRNAs (90 miRNAs and 118 miRNAs for DE progression and maturation, respectively) were differentially expressed (Figure 3B, C). In order to confirm our microarray data, we selected a subset of miRNAs and tested them by using Taqman RT-qPCR analysis using independent RNA samples (Figure S3). The RT-qPCR results were in good agreement with our microarray findings although the fold changes were usually higher from the array data due to the inherent technical difference between the two platforms.

**Figure 3:**
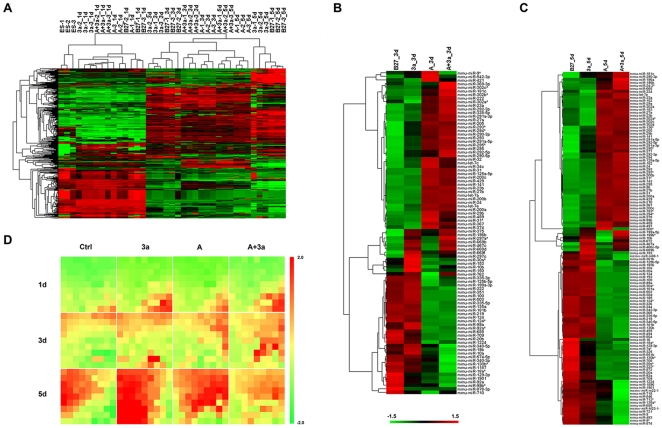
Differentially expressed miRNAs during DE differentiation from mouse ESCs. Mouse ESCs were treated with 100 ng/ml Activin A, 50 ng/ml Wnt3a, or 100 ng/ml plus 50 ng/ml Wnt3a, and the samples were collected and profiled for miRNA expression at 1 day, 3 days, and 5 days after treatment. The differentially expressed miRNAs were identified by using ANOVA test under FDR <0.05. A. 386 differentially expressed miRNAs in all samples were presented using hierarchal clustering analysis. The miRNAs expression values were normalized by Z-score normalization, and the hierarchal clustering was performed in Cluster3.0 using average linkage with Euclidean being used as the distance metrics. B, C. Hierarchal clustering of 90 and 118 differentially expressed miRNAs under the cutoff as FDR <0.05 and fold>2 or <0.5 in 3 day and 5 day samples, respectively. D. 386 differentially expressed miRNAs identified by ANOVA were analyzed in Genespring using 9×9 SOM methods with Euclidean being used as the distance metrics. Heatmap presented average expression pattern of the miRNAs in each cluster from SOM in different treatment groups. The position of each cluster was presented as Cluster (Cij), i means row; j means column. For example, C32 means the cluster at the third row and second column. Please note the distinct expression fingerprint of miRNAs during DE differentiation. The differentially expressed miRNAs for each time point were listed in Table S2, S3, and S4, respectively. A: Activin A; 3a:Wnt3a.

To further explore miRNA expression pattern during DE differentiation, differentially expressed miRNAs were analyzed by using self-organizing map (SOM) and presented using a heatmap visualization (Figure 3D). The results revealed that at DE initiation the expression patterns of miRNAs of different treatment groups were very similar; when differentiation proceeds, we observed distinct miRNA expression patterns. 

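At day 1 the root mean square difference between group means, taken over the 330 miRNAs on the log2 scale, was 1.00 between control and Wnt3a, 0.68 between control and Activin A and 1.06 between control and both. It was 0.42 between Wnt3a and both, whose arrays shared a slide. These distances stood beside a spread between replicates of 0.86 in control, 0.84 in Activin A, 0.62 in Wnt3a and 0.60 in both. In limma's pairwise tests of day 1, 10 miRNAs were called with Wnt3a, 0 with Activin A and 13 with both. At an unadjusted p under 0.05 there were 92, 38 and 90, and the methods' tests called 8, 0 and 9. With slide as a term of the fit these counts became 1, 0 and 1. Of the 13 miRNAs called with both, 12 lay further towards the treated level on the Activin A array that shared the slide of the treated arrays than on the other 2 Activin A arrays, and by a median of 55.5% of the treatment's difference.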

The control and Wnt3a alone treated samples shared a very similar miRNA expression pattern, which was in agreement with that Wnt3a alone had little effect on DE differentiation. However, Activin A and Activin A plus Wnt3a treatment groups induced dramatic miRNA expression changes.

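The distance between the means of control and Wnt3a was 0.50 at day 3 and 0.61 at day 5. That of control to Activin A was 0.97 and 1.37, and that of control to Activin A plus Wnt3a 1.01 and 1.51. The spread between replicates was 0.51 in control and 0.23 in Wnt3a at day 3, and 0.20 and 0.82 at day 5. In this measure Wnt3a at day 5 was no more spread than control and Activin A at day 1 or undifferentiated ESCs, with 0.86, 0.84 and 0.84, though more than the other groups of day 5, with 0.20 to 0.31. Over the 143 miRNAs detected on all arrays, its replicate 1 differed from the other 2 by a root mean square of 1.17, while each of the 36 arrays of other groups differed from its replicates by 0.10 to 0.36.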

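At day 3, limma called 62 miRNAs with Activin A (41 higher and 21 lower than control) and 66 with Activin A plus Wnt3a (42 and 24). At day 5 the counts were 92 (50 and 42) and 113 (57 and 56). For 15 of the 62, 15 of the 66, 14 of the 92 and 23 of the 113, 1 of the 2 groups was undetected. The methods' tests called 45 and 56 at day 3 and 103 and 121 at day 5. Normexp background correction moved them most, to 9 and 11 at day 3 and 25 and 27 at day 5. Its offset shrinks differences at low signals by construction, so this fall is in part built in. Scaling each array to its 75th percentile over the miRNAs detected on all arrays left 122 calls for Activin A plus Wnt3a against control at day 5, of which 36.9% were higher, against 50.4% after quantile normalization. With slide in the fit, both treatments called 68 at day 5 in place of 113 and Activin A 86 in place of 92, and no control array of day 5 shared a slide with an array of both treatments. Activin A with and without Wnt3a shared 48 calls at day 3 and 85 at day 5, all in the same direction. The 2 comparisons use the same control arrays, so 100 data sets without any treatment effect were simulated with that shared control: these shared 1 call at most. Across miRNAs the correlation of the 2 sets of differences was 0.85 at day 3 and 0.94 at day 5, where the simulations reached 0.72 and 0.64, and miRNAs are not independent replicates.

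**Figure D1:**
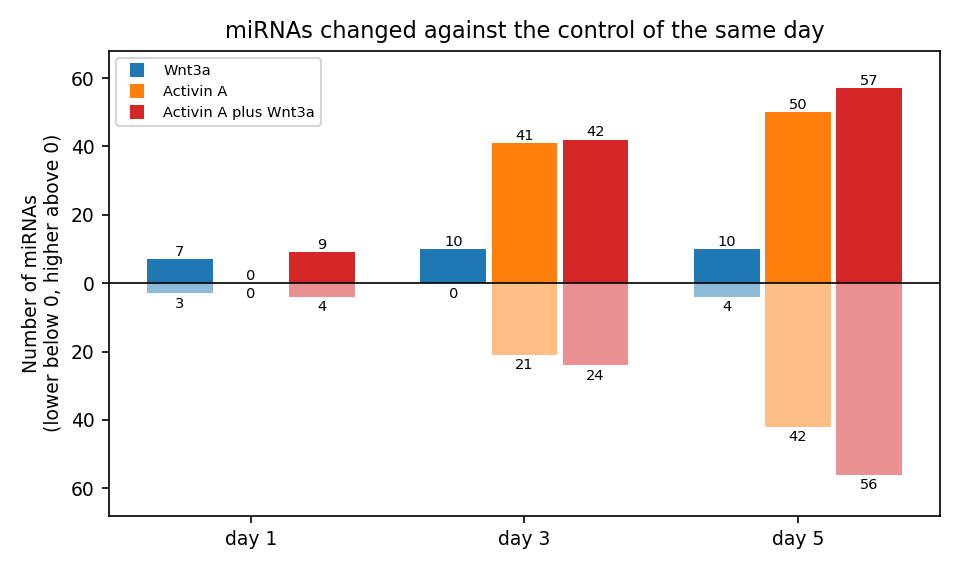
Number of miRNAs called against the control of the same day (adjusted p under 0.05 in limma and more than 2-fold) by treatment and day, with bars up for higher and down for lower miRNAs. Wnt3a alone stays between 10 and 14 calls on each day, while Activin A and Activin A plus Wnt3a rise from 0 and 13 at day 1 to 92 and 113 at day 5.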

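In untreated control cells mir-335-3p was detected on 1 of 3 arrays at day 1, and its log2 level was 7.81 ± 0.14 (SD, n = 3) at day 3 and 8.27 ± 0.02 at day 5, while it was undetected in undifferentiated ESCs. In the same cells mir-335-5p was at 5.76 ± 0.12 at day 1, 8.72 at day 3 and 9.27 at day 5, after detection on 1 of 3 arrays of undifferentiated ESCs. From day 1 to day 3 the fitted rise of the control was 5.76 in mir-335-3p (SE 0.57, limma adjusted p = 5.34e-10), a size that rests on 2 arrays of day 1 set to the floor. It rose by 2.96 in mir-335-5p (SE 0.51, adjusted p = 9.71e-06), and no alternative or omitted array changed these calls. No control array of day 1 shared a slide with one of day 3. At day 3 mir-335-5p was lower than control by a log2 difference of -2.72 with Activin A (adjusted p = 6.62e-09) and -2.36 with Activin A plus Wnt3a (SE 0.08, adjusted p = 1.22e-08), and it differed by 0.15 with Wnt3a alone (adjusted p = 0.203). At day 5 these differences were -1.54 (adjusted p = 0.00118) and -1.57 (adjusted p = 0.000801), and with slide in the fit the latter had an adjusted p of 0.0603. In mir-335-3p the difference at day 3 was -1.65 with Activin A (adjusted p = 6.58e-07) and -0.89 with both (adjusted p = 4.37e-05), and 0.01 with Wnt3a. The fit of all 39 arrays, which takes its spread from all days, gave the last call with both treatments an adjusted p of 0.285. At day 5 mir-335-3p did not pass the F-test (adjusted p = 0.583). That call rested on Wnt3a replicate 1: without it, Activin A (-0.42, adjusted p = 0.00232) and both treatments (-0.69, adjusted p = 8.05e-05) passed, and in the methods' tests they passed with that array too (adjusted p = 0.000524 and 0.000719).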

We next examined the molecular functions and the biological relevance of some of the differentially expressed miRNAs within various clusters of the SOM. mir-335 family members mir-335-3p and mir-335-5p, two of the most significantly regulated miRNAs, belong to cluster 32(C32) and cluster 41(C41), suggesting that they may be mainly driven by spontaneous differentiation (Figure 3D). On the other hand, some known miRNAs involved in DE-related tissue development fall into distinct clusters likely driven by Wnt3a/Activin A treatment (Figure 3D). 

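The log2 level of mir-218 at day 3 was 5.84 ± 0.05 (SD, n = 3) in control, 6.47 ± 0.03 with Activin A and 6.55 ± 0.07 with Activin A plus Wnt3a. The differences from control were 0.64 (SE 0.05, limma adjusted p = 6.12e-06) and 0.71 (adjusted p = 2.24e-06), under 2-fold, and Wnt3a alone differed by -0.21 (adjusted p = 0.0167). Only the fit of all 39 arrays changed the Activin A calls, with adjusted p of 0.721 and 0.603. That fit takes its spread from all days, and at day 1 mir-218 lay at the floor on most arrays and at 4.43 to 4.53 on single ones. At day 5 mir-218 did not pass the F-test (adjusted p = 0.164), with 0.26 for Activin A and 0.30 for both. Without Wnt3a replicate 1 these small differences passed, with adjusted p of 0.0076 and 0.00297, as they did in the methods' tests (0.00506 and 0.00766). For mir-375, undifferentiated ESCs and all groups of day 1 were undetected. At day 3 it was detected on 1 of 3 control arrays, and it exceeded control by a log2 difference of 2.57 with Wnt3a (SE 0.43, adjusted p = 0.00156), 1.68 with Activin A (adjusted p = 0.00759) and 2.79 with both (adjusted p = 0.000315). The call with Activin A was kept in 9 of 13 alternatives, and in the methods' tests the adjusted p was 0.0567 with Wnt3a and 0.0931 with Activin A. At day 5 control was undetected, and mir-375 was at least 24.4-fold higher with Activin A (adjusted p = 1.61e-06) and at least 38.7-fold higher with both (adjusted p = 5.21e-07). With Wnt3a alone it was at least 2.66-fold higher (adjusted p = 0.0284), a call kept in 8 of 13 alternatives and in 4 of 12 omissions of 1 array.

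**Figure D2:**
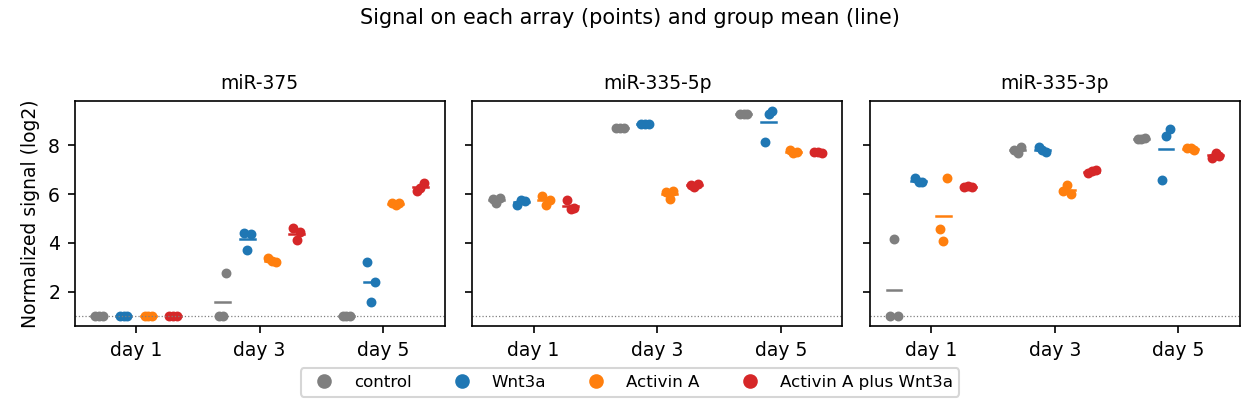
Normalized log2 signal of mir-375, mir-335-3p and mir-335-5p by treatment and day; points are arrays, lines are group means and the dotted line is the floor at log2 of 1. At day 5 mir-375 lies on the floor in control and highest in the groups with Activin A, and at day 3 both mir-335 miRNAs lie lower in those groups than in control.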

For examples, mir-218 (C46) is dynamically expressed in developing liver and pancreas, which targets Hepatocytes Nuclear Factor-6 (HNF-6/OC-1) and OC-2 to regulate liver and pancreas development [26]. mir-375 (C48) is selectively expressed in pancreas, which targets 3′-phosphoinositide dependent protein kinase-1 and regulates glucose induced biological responses in pancreatic beta-cells [27].

### Identification of miRNAs synergistically regulated by Wnt3a and Activin A

Some of the differentially expressed miRNAs might play regulatory roles in DE differentiation, i.e., they play instructive roles directing DE differentiation rather than being molecular markers resulted from DE differentiation. We hypothesized that the miRNAs showing synergistic pattern upon Wnt3a/Activin A treatment might have a higher probability of being regulatory. We applied the following criteria to select the synergistic miRNAs: the miRNAs were up- or down- regulated at least 1.5 fold in Activin A plus Wnt3a treated samples compared to Activin A treated samples, while, they were not significantly regulated in Wnt3a alone treated samples. 

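Of the 10 miRNAs changed at day 1, 1 differed at least 1.5-fold between Activin A plus Wnt3a and Activin A while Wnt3a alone was not significant. This was mir-223, whose log2 level with both treatments was 4.63 ± 0.31 (SD, n = 3), close to the lowest signals these arrays detected. It was undetected on all arrays of control and Activin A and detected on 2 of 3 with Wnt3a. The bounds were at least 1.21-fold over Activin A (adjusted p = 0.026 in limma) and at least 1.07-fold over control, so its 1.5-fold rests on the floor. The call against Activin A was kept in 8 of 13 alternatives and 7 of 12 omissions, and with slide in the fit its adjusted p was 0.214. Under other settings the number of synergistic miRNAs at day 1 was between 0 and 8, with 8 in the fit of all 39 arrays. A difference of the combined effect from the sum of both single effects was called for 0 of the 240 miRNAs in limma's interaction test, for 0 in the same test without limma's shared estimate of the spread and for 13 at an unadjusted p under 0.05.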

Under such criteria, at DE initiation, no miRNAs were synergistically regulated. While, at DE progression 10 miRNAs were synergistically regulated. In addition, mir-10a which was down regulated in Activin A treated samples was further down regulated in Activin A plus Wnt3a treated samples, while it was up-regulated in Wnt3a treated sample. 

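At day 3, 25 of the 81 changed miRNAs met the criteria, 12 higher and 13 lower with Activin A plus Wnt3a than with Activin A. For 2 of the 25 a group was undetected. The criteria set no test for the difference from Activin A, and 19 of the 25 also had an adjusted p under 0.05 for it in limma. In 17, the change from Activin A went the same way as the change from control. The count was 18 to 28 with each array left out in turn, and 24 with slide as a random block. It moved most under normexp background correction, to 0, where the offset shrinks differences at low signals by construction. The 3 arrays of Activin A plus Wnt3a were the only ones of day 3 on their slide and in their scan session, so no within-slide value can be had for these differences.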

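In mir-10a the log2 level at day 3 was 4.34 ± 0.43 (SD, n = 3) in control, 5.75 ± 0.10 with Wnt3a and 3.19 ± 0.11 with Activin A, and it was undetected on all 3 arrays of Activin A plus Wnt3a. Wnt3a alone raised it by 1.41 (SE 0.17, limma adjusted p = 0.000251), and Activin A lowered it, with a difference of -1.15 (SE 0.17, adjusted p = 0.000372). With both, it was at least 5.85-fold below control and at least 2.64-fold below Activin A (adjusted p = 2.21e-05). The combined effect departed from the sum of the single effects with an adjusted p of 1.18e-05. Quantile normalization of the log2 signals, chosen after the data had been seen, put the difference from Activin A at 0.00. The other 12 alternatives and all 12 omissions kept that call. In the fit of all 39 arrays, which takes its spread from all days, the differences of the single treatments had an adjusted p of 0.101 with Wnt3a and 0.117 with Activin A.

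**Figure D3:**
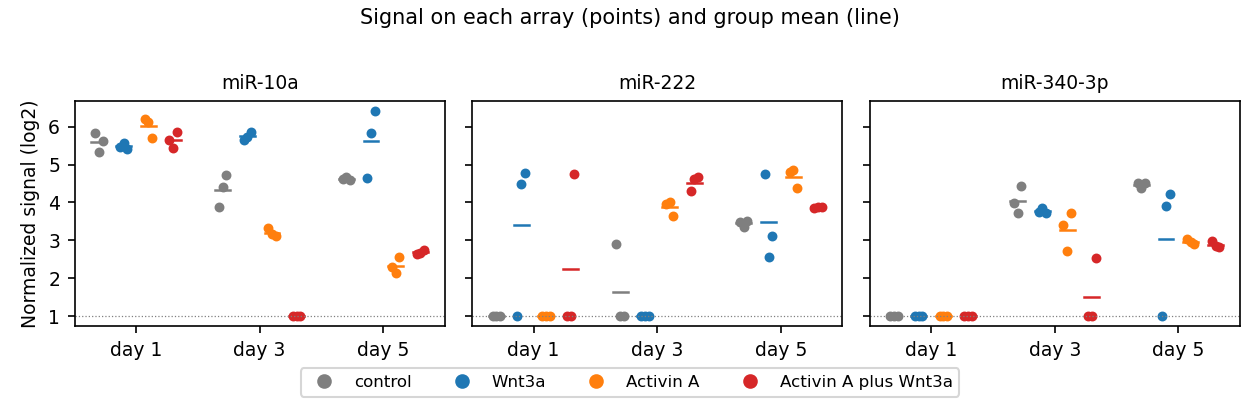
Normalized log2 signal of mir-10a, mir-222 and mir-340-3p by treatment and day; points are arrays, lines are group means and the dotted line is the floor at log2 of 1. At day 3 all mir-10a arrays of Activin A plus Wnt3a lie on the floor, below those of Activin A, and those of Wnt3a lie above control.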

We considered it as one synergistically regulated miRNA as well. Figure 4A displays the expression pattern of these synergistically regulated miRNAs at DE progression. Among these miRNAs, some of them, such as mir-222, has been reported to regulate endoderm differentiation [18]. In addition, we also identified some miRNAs, which were not previously reported to regulate ESC derived endoderm differentiation, such as mir-338-5p and mir-340-3p. 

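Figure 4A lists 11 miRNAs, all of them tested here. Between Activin A plus Wnt3a and Activin A, 4 were higher and 7 lower, all 11 by at least 1.5-fold, and for 8 the limma adjusted p of that difference was under 0.05. In the lists of changed miRNAs, 10 of the 11 were among the 81 miRNAs changed at day 3, and 9 met every criterion. The exceptions were mir-10a, which Wnt3a alone changed, and mir-340-5p, which stayed within 2-fold of control in every treatment. For 3 of the 11 the interaction of the treatments had an adjusted p under 0.05: mir-10a, mir-340-5p and mir-574-5p.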

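At day 3 the log2 level of mir-222 was 3.88 ± 0.19 (SD, n = 3) with Activin A and 4.53 ± 0.20 with Activin A plus Wnt3a, a difference of 0.65 (SE 0.43, limma adjusted p = 0.312). It was detected on 1 of 3 control arrays and on none with Wnt3a. This call depended on 1 library: without control replicate 1, the only control array that detected mir-222, the adjusted p was 0.0053, and over the other omissions it was at most 0.52. Of 13 alternatives, only quantile normalization of the log2 signals called it, with a difference of 1.60 and an adjusted p of 0.0028, and over the others the adjusted p reached 1. Against control the difference was 2.24 with Activin A (adjusted p = 0.00162) and 2.89 with both (adjusted p = 0.000267). The interaction had an adjusted p of 0.156.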

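For mir-338-5p the log2 level at day 3 was 2.67 ± 0.21 (SD, n = 3) with Activin A and 3.39 ± 0.31 with Activin A plus Wnt3a, which differ by 0.72 (SE 0.35, limma adjusted p = 0.167). Over the 13 alternatives its adjusted p ranged from 9.69e-05 under normexp background correction to 0.435, and 10 of them left it without a call, as did all 12 omissions. In mir-340-3p the level was 3.27 ± 0.51 with Activin A, and with both treatments it was detected on 1 of 3 arrays, a log2 difference of -1.76 (SE 0.41, adjusted p = 0.0118). All 12 omissions kept this call, and 9 of the 13 alternatives did, the highest adjusted p being 0.798 after quantile normalization of the log2 signals, where the difference was -0.19. Its interaction had an adjusted p of 0.0999.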

The potential roles of these miRNAs on promoting DE differentiation warrant future investigation. At DE maturation, 20 miRNAs were found to be synergistically regulated (Figure 4B). 

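At day 5, 21 of the 114 changed miRNAs met the criteria, 10 higher and 11 lower with Activin A plus Wnt3a than with Activin A. For 4 of them, 1 of these 2 groups was undetected, control and Wnt3a not counted. Of the 21, 10 also had an adjusted p under 0.05 against Activin A in limma. Omitting single arrays gave 16 to 24, and the fit with slide 22, of which 12 were among the 21. Normexp background correction, whose offset shrinks differences at low signals by construction, gave 0. Of the 20 miRNAs of Figure 4B, 14 differed at least 1.5-fold from Activin A, 6 of the 20 upwards and 14 downwards. For 5 that difference had an adjusted p under 0.05, 17 were among the changed miRNAs and 12 met all criteria. For 4 of the 20, Activin A or Activin A plus Wnt3a was undetected. The interaction was called for 3: mir-196a, mir-196b and the cytomegalovirus probe m22-1, which was at least 3.09-fold lower with both treatments (adjusted p = 0.000298). For mir-196a and mir-196b, control and Wnt3a lay at or near the floor, so the effect of Wnt3a alone was not measured. Of the 20, the calls against Activin A without Wnt3a replicate 1 gained mir-9 (-0.999, adjusted p from 0.704 to 2.26e-05), mir-685, mir-712*, mir-483, mir-1901, mir-1896, mir-181c and let-7e. That array lies far from its replicates over the miRNAs detected on all arrays, and its distance enters the spread that the fit shares among the groups. From the pattern shared by these miRNAs, a stronger response to both factors than to Activin A with little response to Wnt3a, the paper hypothesizes that such miRNAs might more probably be regulatory.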

Very little synergistically regulated miRNAs were overlapped between DE progression and maturation. 

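Of the 25 miRNAs meeting the criteria at day 3 and the 21 at day 5, 3 met them on both days. Compared with Activin A, the log2 difference of mir-9* with both treatments was -2.997 at day 3 (limma adjusted p = 0.00704) and -2.68 at day 5 (adjusted p = 0.0156), that of mir-489 was -1.08 (adjusted p = 1.63e-05) and -0.74 (adjusted p = 0.0138), and that of mir-24-2* was 1.64 (adjusted p = 0.048) and 0.71 (adjusted p = 0.595). The day 5 calls of mir-9* and mir-489 were kept in 7 and 8 of 12 omissions and in 8 and 11 of 13 alternatives. In mir-24-2*, the first of its values rests on 2 of 3 arrays with Activin A undetected, a bound of at least 1.33-fold, and 1 of 10 omissions kept it. No miRNA had a called interaction on both days, with 74 at day 3 and 9 at day 5.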

Strikingly, many of these synergistically regulated miRNAs were also found to be regulated in hESCs derived DE [18] such as mir-196a, mir-196b, and miR-24-2*, suggesting that the roles of miRNAs on DE differentiation might be conserved between human and mouse.

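At day 5 mir-196a was undetected in control and with Wnt3a. Its log2 level was 2.31 ± 0.33 (SD, n = 3) with Activin A and 4.82 ± 0.02 with Activin A plus Wnt3a, which exceeds Activin A by 2.51 (SE 0.15, limma adjusted p = 3.13e-06) and control by at least 14.1-fold. In mir-196b, also undetected in control, the levels were 4.02 ± 0.10 and 5.76 ± 0.02, which differ by 1.75 (SE 0.09, adjusted p = 2.38e-06), and both treatments lay at least 27.1-fold above control. Both interactions had an adjusted p of 7.84e-05, but control and Wnt3a lay at or near the floor in both miRNAs. The effect of Wnt3a alone was thus not measured, and the interactions largely repeat the differences from Activin A. All 12 omissions and 12 of 13 alternatives kept both calls against Activin A, while in the fit of all 39 arrays the adjusted p was 0.0715 and 0.161. At day 5 mir-24-2* was undetected in control and with Wnt3a, detected on 2 of 3 arrays with Activin A, and at least 3.48-fold above control with both. Against Activin A it was called in 1 of 13 alternatives, the fit with slide (adjusted p = 0.0164, with a difference of 1.80), and over the others the adjusted p reached 1.

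**Figure D4:**
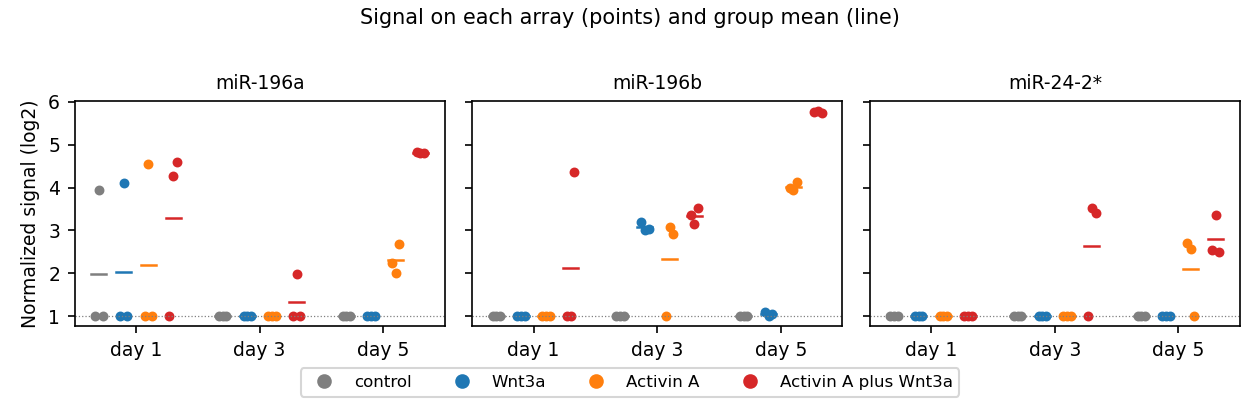
Normalized log2 signal of mir-196a, mir-196b and mir-24-2* by treatment and day; points are arrays, lines are group means and the dotted line is the floor at log2 of 1. At day 5 the 3 arrays of Activin A plus Wnt3a lie above the 3 of Activin A for mir-196a and mir-196b, and those of control lie on the floor.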

**Figure 4:**
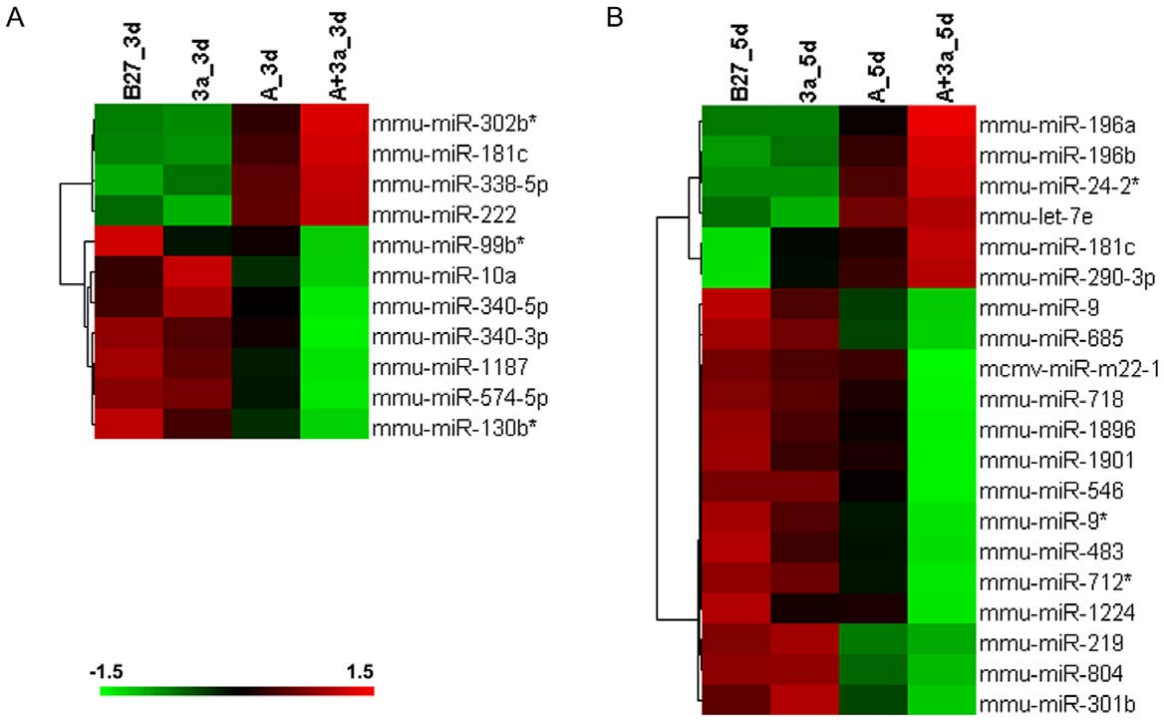
Synergistically regulated miRNAs by Wnt3a and Activin A during mouse DE formation. Synergistically regulated miRNAs were identified using the criteria stated in the results section. The synergistically expressed miRNAs identified at day 3 (A) and day 5 (B) was presented using the heatmap visualization. No miRNA was found to be synergistically regulated at day 1 samples under current cutoffs. A: Activin A; 3a:Wnt3a.

MiRNAs have been reported to play roles in promoting and directing cell differentiation. For example, miR-17-5p, miR-20a, miR-93, and miR-106a, were found to be differentially expressed in developing mouse embryos and function to control differentiation of stem cells [28]. In light of this, we decided to test whether forced expression of a subset of miRNAs we identified in the current study could themselves affect the differentiation process. We over-expressed a pool of miRNAs consisting mir-181c/338-5p/222/196a/196b/let-7e at 3 days of differentiated ES cells and then examined the DE markers 2 days later. The over-expressed miRNA level was confirmed by using RT-qPCR (Figure S4). The result revealed that all these miRNAs were significantly over-expressed in differentiated cells. Moreover, the RT-qPCR results indicated that the expression of Sox17 and Foxa2 were significantly increased upon pooled miRNA over-expression (Figure 5). The data suggested that forced expression of these pooled miRNA could facilitate Activin A-induced DE differentiation in a similar way to Wnt3a.

**Figure 5:**
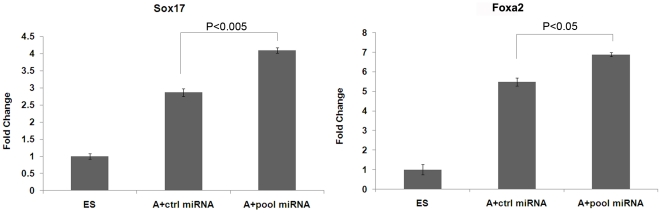
Over-expression of pooled miRNAs partially increases the expression of DE markers. Mouse ESCs were treated with 100 ng/ml Activin A for three days, then transfected with pooled miRNAs to allow further differentiation for 2 more days. Cel-miR-67 was use as a negative control. The expression of two DE markers Sox17 and Foxa2 was analyzed by RT-qPCR. The expression of these two markers was significantly increased after treating with pooled miRNAs as compared to the control cells (*P* = 0.003 for Sox17, and *P* = 0.028 for Foxa2). Data are expressed as mean fold change ± SD. A: Activin A.

### Pathway analyses of synergistically regulated miRNAs

In order to further explore the functions of the synergistically regulated miRNAs, we predicted the putative target genes for these miRNAs by using TargetScan 5.0 software, and then performed functional enrichment test using GeneGO software. At DE progression, several pathways were significantly enriched (Table 1). Among the enriched pathways, TGF-beta signaling pathway was the most significantly enriched one, consistent with the known roles of SMAD2/3 in regulating endoderm differentiation [29]. In addition, a few other known pathways involved in classical endoderm differentiation such as HGF, IGF were also significantly enriched, suggesting that they may also be subject to miRNA regulation during Wnt3a and Activin A-induced DE differentiation.

**Table 1:** The 10 most significantly enriched pathways at DE progression stage.

Name	pValue	Network objects
Development_TGF-beta receptor signaling	3.77E–12	19/50
Development_Role of HDAC and calcium/calmodulin-dependent kinase (CaMK) in control of skeletal myogenesis	1.86E–11	19/54
Cytoskeleton remodeling_TGF, WNT and cytoskeletal remodeling	2.08E–11	27/111
Cell adhesion_Ephrins signaling	6.09E–09	15/45
Development_Slit-Robo signaling	1.93E–08	12/30
Stem cells_Early embryonal hypaxial myogenesis	3.10E–08	13/37
Development_IGF-1 receptor signaling	4.17E–08	15/51
Signal transduction_Activin A signaling regulation	6.82E–08	12/33
Transcription_Role of heterochromatin protein 1 (HP1) family in transcriptional silencing	7.00E–08	10/22
Development_Alpha-1 adrenergic receptors signaling via cAMP	2.09E–07	9/19

**Note: GeneGo pathway analysis of putative targeted genes of synergistically regulated miRNAs at Progression stage. The 10 most significantly enriched pathways were listed in table1. The detailed enriched pathways were shown in Table S5.**

Notably, the Hdac-related pathway was the second most significantly enriched one. Although studies reported that Hdac is involved in ESC differentiation [30], [31], whether Hdac is indeed involved in Wnt3a and Activin A induced DE differentiation is not known. At DE maturation stage, we also predicted target genes for these candidate miRNAs. The results indicated that many pathways which were significantly enriched in DE progression were also significantly enriched during DE maturation (Table 2). Besides the Hdac-related pathway, Sin3 and NuRD pathways were also significantly enriched. Sin3 and NuRD are two members that form complexes with Hdacs to regulate gene expression. We further used Miranda to predict these miRNA target genes and further used the predicted genes in the pathway analysis. Hdac and related pathways could be also significantly enriched (data not shown). Together, the data suggest that Hdac might play an important role in DE formation.

**Table 2:** The 10 most significantly enriched pathways at DE maturation stage.

Name	pValue	Network objects
Transcription_Sin3 and NuRD in transcription regulation	6.79E–11	16/38
Development_Thrombopoietin-regulated cell processes	1.25E–08	15/45
Cell cycle_ESR1 regulation of G1/S transition	1.22E–07	12/33
Stem cells_Self-renewal of adult neural stem cells	2.56E–07	14/48
Transcription_Ligand-dependent activation of the ESR1/SP pathway	3.76E–07	11/30
Cardiac Hypertrophy_NF-AT signaling in Cardiac Hypertrophy	4.70E–07	16/65
Development_PDGF signaling via STATs and NF-kB	8.00E–07	11/32
Signal transduction_Activin A signaling regulation	1.14E–06	11/33
Development_Role of HDAC and calcium/calmodulin-dependent kinase (CaMK) in control of skeletal myogenesis	1.25E–06	14/54
Development_HGF signaling pathway	1.35E–06	13/47

**Note: GeneGo pathway analysis of putative targeted genes of synergistically regulated miRNAs at maturation stage. The 10 most significantly enriched pathways were listed in** **table 2** **. The detailed enriched pathways were shown in Table S6.**

### Regulation of histone acetylation during DE differentiation

In order to confirm the roles of Hdac in DE formation, we checked histone H3 acetylation level during DE differentiation. Treating the cells with Activin A resulted in increased histone acetylation as manifested by western blot analyses on both histone H3K9 and H3K27 acetylation (Figure 6A). Moreover, the increase of histone acetylation is more significant when the cells were co-treated with Activin A and Wnt3a. There is no significant change of total histone (data not shown). Since the involvement of Hdac in DE differentiation was identified through pathway analysis on miRNA expression, we next asked if Wnt3a and Activin A induced histone acetylation could be mediated through miRNA. We thus over expressed the pooled miRNA as described above and examined the histone acetylation level by western blot analysis. The data demonstrated that forced expression of these miRNA also partially increased histone acetylation (Figure 6B). To further confirm the roles of these regulatory miRNAs, we tried to inhibit the expression of the miRNAs by using synthetic miRNA inhibitors during Activin A and Wnt3a induced DE differentiation. When the cells were transfected with the pooled miRNA inhibitors against the 6 regulatory miRNAs that have been tested in the over-expression experiment, miRNA inhibitory efficiency was further examined by using RT-qPCR (Figure S5). The result shown that the increased histone acetylation level and DE marker expression induced by Activin A and Wnt3a were attenuated (Figure 6C). These data indicated that Wnt3a and Activin A induced histone acetylation and DE differentiation could be at least partially mediated through miRNAs.

**Figure 6:**
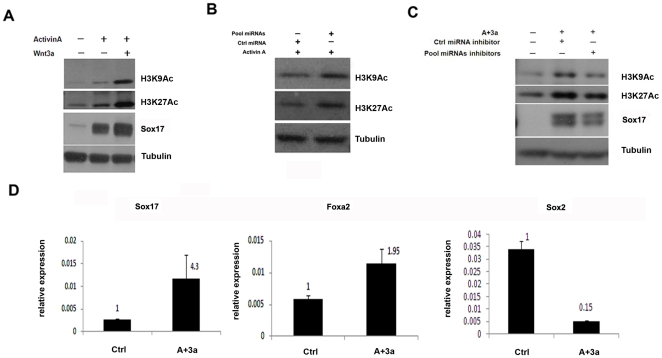
Involvement of histone acetylation in DE differentiation. A. Wnt3a increases H3K9/K27 acetylation level during DE differentiation. Mouse ESCs were treated with Activin A and Wnt3a for 5 days and subjected to western blot analysis on histone H3 acetylation using antibodies against H3K9ac and H3K27ac. Sox17 was examined to confirm DE differentiation. Tubulin was used as the loading control. B. Western blot analysis on histone H3 acetylation using antibodies against H3K9ac and H3K27ac in pooled miRNA over-expressed DE samples. Tubulin was used as the loading control. Please note that over-expression of a subset of miRNAs increases H3K9/K27 acetylation level. C. Western blot analysis on Sox 17 and histone H3 acetylation using antibodies against H3K9ac and H3K27ac in pooled miRNA inhibitors over-expressed DE samples. Tubulin was used as the loading control. D. the H3K9 acetylation level of Sox17, Foxa2, and Sox2 promoter regions was quantified by ChIP-qPCR. The data was normalized to input; fold change values were labeled as indicated. Data are expressed as mean percentage ± SD. A: Activin A; 3a:Wnt3a.

### Histone acetylation of the promoter regions of Sox17 and Foxa2

We next asked if the promoters of DE-specific transcription factors could be direct targets of histone acetylation regulation. We first performed chromatin IP PCR (ChIP_PCR) experiments to assess the level of histone acetylation at the promoter regions of Sox17 and Foxa2. The pluripotent marker Sox2 was also assessed as a control. We surveyed 1 k, 2 k, and 50 k upstream of the promoter regions of Sox17 and Foxa2. The results demonstrated that acetylated H3K9 was indeed recruited to the promoter regions of Sox17 (1 k and 2 k regions of the promoter) and Foxa2 (1 k, 2 k, and 50 k regions of the promoter) in both differentiated and undifferentiated cells. Interestingly, H3K9ac level at 2 k region of Sox17 and Foxa2 promoters were significantly higher in Activin A and Wnt3a treated cells than that of the control cells by ChIP-quantitative PCR analysis (Figure 6D). As the control, the H3K9ac level at Sox2 promoter was significantly decreased upon Activin A and Wnt3a treatment which is opposed to that of Sox17 and Foxa2. Since H3K9ac is an active histone marker, our data suggested that the expression of key DE transcription factors like Sox17 and Foxa2 is subject to transcription activation through histone acetylation during Activin A and Wnt3a induced DE formation.

### Inhibition of Hdac activity promotes Activin A-induced DE differentiation

In order to further explore which Hdac(s) might be involved in regulating Activin A and wnt3a induced DE differentiation, we checked which Hdac(s) could be targeted by the synergistic miRNAs by using alignment analysis using miRNA consensus sequences. The results showed four consensus binding sites for the miRNAs (mi181C, 338-5p, 196a/b) in the Hdac9 3′ UTR region. There is also one consensus miRNA (338-5p) binding sequence for Hdac7 at the 3′ UTR after poly A signal region (Figure S6). We next checked these Hdac expression in miRNA pooled over-expressed differentiating cells. We found that Hdac9 not Hdac7 could be significantly down-regulated, suggesting that Hdac9 might be involved in mouse DE differentiation (Figure S7).

We further treated the cells with the Hdac inhibitor trichostatin A (TSA) in our differentiation experiments. RT-qPCR and IF staining were applied to assess DE differentiation 5 days after treatment. The results revealed that TSA could significantly increase the efficiency of Activin A induced DE differentiation (Figure 7A and 7B), notably, under Activin A, Wnt3a and TSA co-treatment, almost all of the cells are Sox17 positive. Using other Hdac inhibitors, we obtained similar results (data not shown). These data indicated that inhibiting Hdac activity does promote DE differentiation from mouse ESCs.

**Figure 7:**
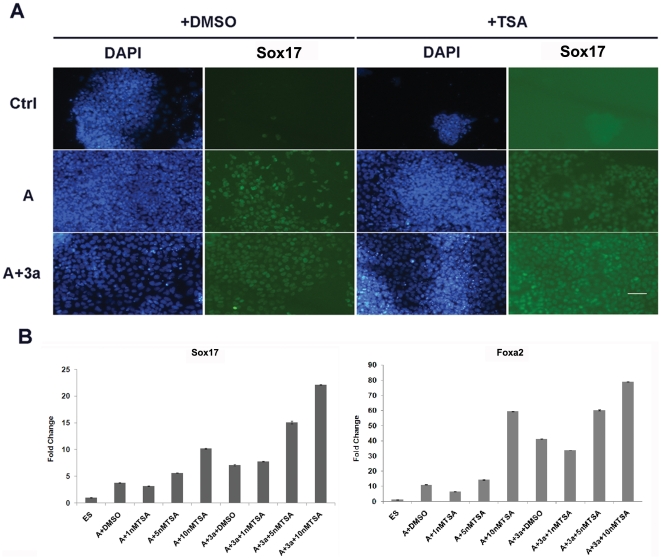
Inhibiting of histone de-acetylation by TSA. A. IF staining of Sox17 in control and 10 nM TSA treated differentiated samples. TSA was added at the final concentration of 10 nM to the differentiation medium for five days. DMSO was added as the negative control. Please note that addition of TSA greatly increases the DE differentiation efficiency. Scale bar: 50 uM. B. Sox17 and Foxa2 expression in cells treated with different doses of TSA was examined by RT-qPCR. Mouse ESCs were treated the same as above, TSA was added at the final concentration ranging from 1 nm to 10 nM to the differentiation medium for five days as indicated. Please note that TSA dose dependently increases the DE marker expression. Data are expressed as mean fold change ± SD. A: Activin A; 3a:Wnt3a.

## Discussion

In order to understand the molecular mechanisms underlying DE differentiation, we analyzed genome wide miRNA expression in Activin A and Wnt3a-induced DE formation from mouse ESCs. We applied various informatics approaches including SOM-based clustering analysis to establish the miRNA expression fingerprint of DE differentiation. We identified a subset of miRNAs whose expression was synergistically regulated by Wnt3a and Activin A. Forced expression of those synergistically regulated miRNAs partially mimics the roles of Wnt3a, suggesting that they are likely to play regulatory roles guiding DE differentiation. Pathway analyses revealed that several key pathways maybe regulated by miRNA during DE differentiation. Among them includes the Hdac pathway. Consistent with the miRNA profiling results, Activin A and Wnt3a treatment increases the level of histone H3 acetylation, while inhibition of Hdac greatly enhances the DE differentiation efficiency. ChIP analysis further revealed that the key DE transcription factors are subject to transcription activation through histone acetylation. Together, the present miRNA profiling studies revealed novel epigenetic insights into DE differentiation.

Wnt signaling stimulates numerous intracellular signal transduction cascades to regulate stem cell self-renewal and differentiation. *In vivo*, Wnt signaling plays an important role during gastrulation [7], [8]. Wnt-mediated Brachyury expression is also important for the migration of precursor cells through the anterior region of the primitive streak (PS). The subsequent specification of the anterior region of the PS to mesoderm or endoderm is thought to depend on the duration and magnitude of Nodal signaling [9], [32], [33]. Following its commitment, the DE cells line the ventral region of the developing embryo and are patterned by adjacent mesenchyme. *In vitro*, inhibiting Wnt signaling can inhibit the differentiation of mouse hepatic progenitor cells [34]. Our data indicated that Wnt3a activates beta-catenin activity in mouse ESCs during DE differentiation (not shown), and further affects miRNA expression to facilitate Activin A-induced DE formation. Particularly, when DE differentiation proceeds, we found that an increased number of miRNAs were differentially regulated by Wnt3a and Activin A co-treatment, suggesting that Wnt3a might play more important roles in the late stages of DE formation. 

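With Activin A plus Wnt3a, the calls of limma against control rose from 13 at day 1 to 66 at day 3 and 113 at day 5. The spread between replicates was 0.60, 0.29 and 0.31 with both treatments on these days, and 0.86, 0.51 and 0.20 in control. Differences were thus harder to call at day 1. On each day no array of this treatment shared a slide with a control array. Between Activin A plus Wnt3a and Activin A itself, limma called 2 of 240 miRNAs at day 1, 13 of 326 at day 3 and 10 of 368 at day 5 (64, 126 and 47 at an unadjusted p under 0.05). Under the alternatives these counts were 0 to 10, 0 to 21 and 0 to 12, and without single arrays 1 to 10, 9 to 14 and 7 to 12. Normexp background correction gave 0 on each day, where its offset shrinks differences at low signals by construction. Whether the combined effect departs from the sum of the single effects was tested as the interaction of the treatments on the log2 scale, which was called for 0 of 240 miRNAs at day 1, 74 of 326 at day 3 and 9 of 368 at day 5. At an unadjusted p under 0.05 there were 13, 118 and 49, and the interaction without limma's shared estimate of the spread was called for 0, 70 and 11. Of the 74 at day 3, 13 exceeded 2-fold, with a median size of 0.53 on the log2 scale, and of the 9 at day 5 it was 8, with a median of 1.55. The median standard error was 0.16 at day 3 and 0.38 at day 5. Fitting all 39 arrays together, which shares 1 estimate of the spread, moved the counts to 0, 23 and 32. Without Wnt3a replicate 1 of day 5 that day's count was 59, without Wnt3a replicate 3 it was 23, without replicate 2 it was 13, and the other 9 omissions gave 2 to 7. Omitting single arrays of day 3 gave 50 to 88. The excess at day 3 cannot be told apart from the slide and scan session of its Activin A plus Wnt3a arrays, which held no other array of that day.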

The results are consistent with previous findings that canonical Wnt signaling is required only during late stages of Activin A-induced development of Sox17-expressing endoderm cells [35]. 

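Against control, limma called 10 of 240 miRNAs with Wnt3a at day 1 (7 higher and 3 lower), 10 of 326 at day 3 (all higher) and 14 of 368 at day 5 (10 higher and 4 lower). Under 0.05 without adjustment were 92, 146 and 75. The groups were undetected on 1 side for 4, 5 and 1 of the called miRNAs. By the methods' tests the counts were 8, 7 and 0. Under normexp background correction, whose offset shrinks differences at low signals by construction, they were 0, 0 and 1. With slide in the fit they were 1, 11 and 0, and at days 1 and 5 no control array shared a slide with a Wnt3a array. Leaving out Wnt3a replicate 1 of day 5, the array far from its replicates over the miRNAs detected on all arrays, raised the count of that day to 34, and leaving out replicate 3 raised it to 23. At day 1, omissions gave 3 to 19, and at day 3 9 to 12. Scaling moved the direction as well for Wnt3a against control at day 5. Of its calls, 71.4% were higher after quantile normalization and 93.8% after scaling to the 75th percentile of the miRNAs detected on all arrays. The fit of all arrays, on the same quantile normalized values, gave 48.1%, so that fall did not come from scaling.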

Wnt3a treatment alone does not significantly affect miRNA expression. 

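At day 3, mir-340-3p differed from control by -0.77 on the log2 scale with Activin A (SE 0.41, limma adjusted p = 0.145) and by -0.27 with Wnt3a (adjusted p = 0.655), and mir-340-5p by -0.15 (SE 0.21, adjusted p = 0.592) and 0.26 (adjusted p = 0.362). At day 5 the differences of mir-1896 were -0.68 with Activin A (SE 0.41, adjusted p = 0.24) and -0.35 with Wnt3a (adjusted p = 0.665). Those of mir-546 were -0.74 (SE 0.45, adjusted p = 0.246) and 0.04 (adjusted p = 1), and those of mir-301b -0.64 (SE 0.24, adjusted p = 0.0589) and 0.35 (adjusted p = 0.413). Single arrays decided some of these calls. Without Wnt3a replicate 1, both differences of mir-1896 passed (adjusted p = 0.0314 and 0.0303) and so did mir-301b with Activin A (adjusted p = 0.0263). The latter also passed without Wnt3a replicate 2 or 3 (adjusted p = 0.000544 and 0.0459), and mir-340-3p with Activin A passed without Activin A plus Wnt3a replicate 3 (adjusted p = 0.0323) and mir-340-5p with Activin A without control replicate 3 (adjusted p = 0.0489). Over the 13 alternatives, the absence of a call with Activin A held in 11 for mir-340-3p and mir-1896, in 12 for mir-340-5p and mir-546 and in 8 for mir-301b. In mir-546 the small difference with Wnt3a changed sign, to -0.16, without Wnt3a replicate 1.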

We noticed that there were many miRNAs, such as mir-340-3p, mir-340-5p, mir-1896, mir-546, and mir-301b, whose expression were not significantly affected by Activin A or Wnt3a alone at progression or maturation stages, but regulated by Activin A and Wnt3a co-treatment. 

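Against control, mir-340-3p differed by -2.53 with Activin A plus Wnt3a at day 3 (SE 0.41, limma adjusted p = 0.000486), where it was detected on 1 of 3 arrays, and mir-340-5p by -0.82 (SE 0.21, adjusted p = 0.00632), which is under 2-fold. At day 5 the difference was -1.60 for mir-1896 (SE 0.41, adjusted p = 0.00867) and -1.12 for mir-301b (SE 0.24, adjusted p = 0.00298), and mir-546 was undetected with both treatments, at least 2.68-fold below control (adjusted p = 0.0104). All 12 omissions kept each of these 5 calls. The fit with slide at day 5 gave adjusted p of 0.159, 0.15 and 0.86 for mir-1896, mir-301b and mir-546, and the methods' tests gave mir-340-5p 0.0929. The fit of all arrays gave mir-301b 0.278, and quantile normalization of the log2 signals put the difference of mir-546 at 0.00. Between both treatments and Activin A, the difference of mir-340-5p was -0.67 (adjusted p = 0.0367), kept in 6 of 12 omissions and 6 of 13 alternatives, that of mir-1896 was -0.93 (adjusted p = 0.366) and that of mir-301b -0.48 (adjusted p = 0.467), and mir-546 was at least 1.61-fold lower (adjusted p = 0.407). The interaction was called for 1 of the 5, mir-340-5p, with -0.93 (adjusted p = 0.0462).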

Interestingly, all of these miRNAs were synergistically down-regulated in Activin A and Wnt3a treated samples. The functions of these synergistically down-regulated miRNAs in DE differentiation warrant further detailed characterization. Moreover, although the synergistically regulated miRNAs upon Activin A and Wnt3a treatment could be validated by RT-qPCR analyses, we found the expression pattern of primary miRNA do not have this pattern (data not shown), which suggested that Activin A and Wnt 3a might mainly affect miRNA processing but not their expression per se.

Our functional analyses revealed that many putative pathways were significantly enriched by synergistically regulated miRNAs. Although, synergistically regulated miRNAs were not completely over-lapped between DE progression and maturation stage, most of the pathways they supposedly regulate were over-lapped, suggesting that Wnt3a plays a consistent role in DE progression and maturation, but through different miRNAs. Among the putative pathways, TGF-beta, Notch and FGF pathways, have been reported to be involved in DE formation *in vitro* and *in vivo* [36]–[38], suggesting that Wnt3a may target multiple pathways to promote DE differentiation from mouse ESCs.

Importantly, our pathway analysis on the synergistically regulated miRNAs revealed the possible involvement of Hdac in DE differentiation. Modification of chromatin by epigenetic regulatory mechanisms, including histone acetylation, deacetylation and methylation, is considered as an important mechanism for stem cell pluripotency and differentiation. Hdacs have been reported to play important roles governing stem cell aging and differentiation by regulating genes and miRNAs expression. Moreover, recent studies revealed that Hdac forms a complex with beta-catenin and regulates beta-catenin localization [39], [40], suggesting cross-talk between Hdacs and Wnt downstream pathways. We examined publically available microarray data and found that the expression level of Sox17 is significantly up-regulated in Hdac1 knockout ESCs when compared to wild type cells [41]. Two Hdac library derived small molecules could significantly induce DE differentiation from mouse and human ESCs [25]. There are no direct evidences for Hdac involvement in Wnt3a-induced DE differentiation. In this report, we demonstrated that Wnt3a increases histone H3K9/K27 acetylation levels in Activin A-induced DE, which could be partially mimicked by forced expression of a subset of miRNAs. Inhibiting Hdac activity promoted Activin A-induced DE differentiation. Moreover, Sox17 and Foxa2 promoters are indeed acetylated, indicating a molecular cross talk among Wnt3a, Hdac activity, gene expression and DE differentiation. However, how Wnt3a regulates Hdac activity and how Hdacs affect DE differentiation and which Hdac(s) is mainly involved in this process are key questions that need further investigation.

In recent years, researches suggested that Hdac inhibition accelerates the early events of stem cell differentiation [42]. Inhibiting Hdac activity could promote osteogenic differentiation, neural cells differentiation, and myocardial differentiation, respectively [30], [43], [44]. We noticed that treatment of TSA alone also increased other germ line layer marker expression such as Cdx2, etc (data not shown). Together with previous studies showing that Hdacs are involved in neural cell differentiation [43], it is likely that inhibiting Hdacs might open chromatin and render cells the flexibility allowing stem cell differentiation. The roles of Hdac on DE differentiation maybe only permissive but not instructive and it might not be lineage-specific either. A very recent report suggested that pre-treatment of TSA increases DE differentiation from human ES cells, which also supports the current hypothesis [45].

Mouse embryonic development is a good model system to understand human embryo and organ development. They share some common mechanisms. We also examined whether miRNAs involved in mouse DE differentiation also regulate human DE differentiation from human ESCs. We compared our results with previously published miRNAs data about human DE differentiation [18], [19], and found that there are many miRNAs over-lapping between mouse and human data, such as mir-196a/b, let-7e and so on, suggesting the molecular conservativeness between human and mouse DE differentiation in terms of miRNA expression.

In summary, miRNAs are emerging as key regulators for ESCs self-renewal and differentiation. Genome wide miRNA expression profiling could reveal novel molecular insights into DE differentiation. The involvement of histone acetylation in DE differentiation uncovered by miRNA profiling and pathway analyses established a regulatory cascade from extracellular cytokine treatment to miRNA expression to histone modification in cell nuclei. Our results also support a new venue to increase DE differentiation for regenerative medicine through inhibition of Hdac activity.

## Supporting Information

Figure S1 **Hierarchal clustering (A) and PCA (B) analyses of raw data of miRNA profiling.** The raw data was normalized in GeneSpring, subsequent clustering was performed using R, and PCA using GeneSpring.

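In the principal component analysis of the 39 arrays over the 330 miRNAs, the first component held 60.7% of the variance and the second 11.2%. On the first, undifferentiated ESCs had a mean of -17.4 and the groups of day 1 lay between -26.0 and -23.4, while those of days 3 and 5 lay between 11.0 and 20.4. On the second, control and Wnt3a of day 5 had means of 14.4 and 13.8, and those of day 3 2.55 and 2.05. The groups with Activin A lay between -11.1 and -8.07 on days 3 and 5, with a spread of at most 0.59 (SD, n = 3). The undifferentiated and day 1 arrays came from the first scan session, as did 9 arrays of day 3, which lay between 11.3 and 16.4 on the first component with the later arrays. The 1 control array of day 3 on a slide with day 1 arrays lay at 16.4. The first component thus separates undifferentiated ESCs and day 1 from these day 3 arrays within 1 scan session too. All arrays of day 5 came from the other session, so their distance from day 1 cannot be told apart from session.

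**Figure D5:**
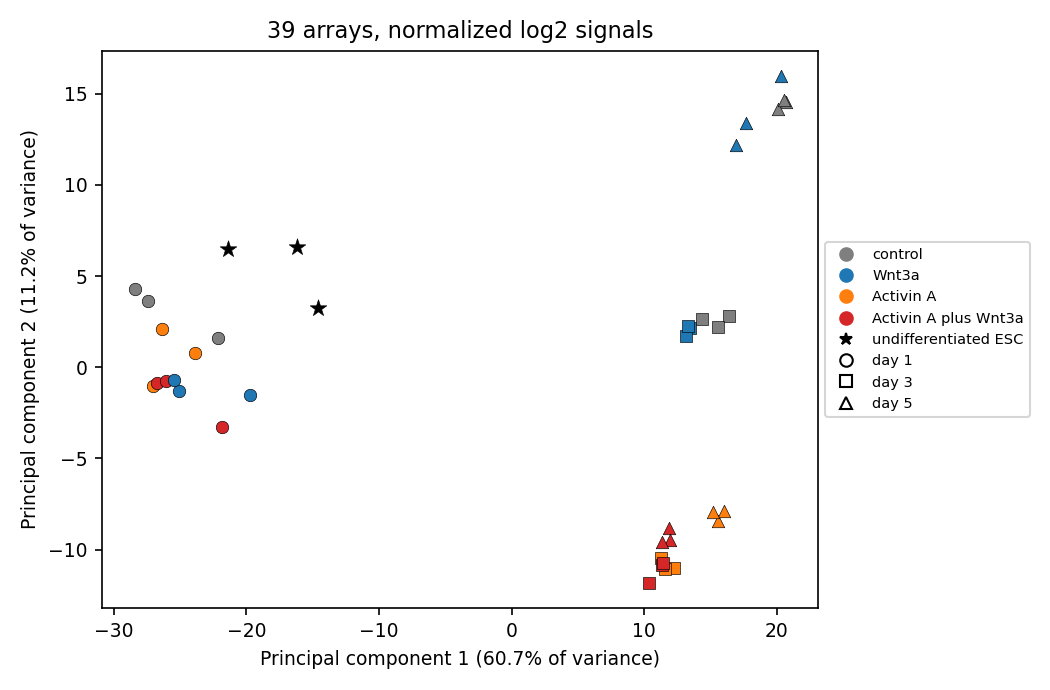
First and second principal component of the 39 arrays over 330 miRNAs on the log2 scale; each point is an array, coloured by treatment and shaped by day. Arrays of undifferentiated ESCs and day 1 lie on the left, and on the right the control and Wnt3a arrays of day 5 lie at the top and the Activin A arrays of days 3 and 5 at the bottom.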

(TIF) Click here for additional data file.

Figure S2 **Known DE specific miRNA expression during Activin A and Wnt3a induced DE differentiation.** Mouse ESCs were treated with 100 ng/ml Activin A, 50 ng/ml Wnt3a, or 100 ng/ml Activin A plus 50 ng/ml Wnt3a as indicated. The differentiated cells samples were collected at day 5 of differentiation for miRNA expression analysis using Taqman RT-qPCR. The expression of two miRNAs identified in human DE differentiation, mir-125a-5p and mir-let-7e, were analyzed as presented. Data are expressed as mean fold change ± SD. A: Activin A; 3a:Wnt3a.
(TIF) Click here for additional data file.

Figure S3 **RT-qPCR examines selected miRNAs expression in differentiated mouse ESCs.** Mouse ESCs were treated with 100 ng/ml Activin A, 50 ng/ml Wnt3a, or 100 ng/ml Activin A plus 50 ng/ml Wnt3a as indicated. The differentiated cell samples were collected at day 5 of differentiation for miRNA expression analysis using Taqman RT-qPCR. Data are expressed as mean fold change ± SD. A:Activin A; 3a:Wnt3a.
(TIF) Click here for additional data file.

Figure S4 **RT-qPCR examines miRNAs expression in pooled miRNA over-expressed differentiated mouse ESCs.** Mouse ESCs were treated with100 ng/ml Activin A for three days, then transfected with pooled miRNAs to allow further differentiation for 2 more days. Cel-miR-67 was used as a negative control. The differentiated cell samples were collected at day 5 of differentiation for miRNA expression analysis using Taqman RT-qPCR. Data are expressed as mean fold change ± SD. A:Activin A; 3a:Wnt3a.
(TIF) Click here for additional data file.

Figure S5 **RT-qPCR examines miRNAs expression in pooled miRNA inhibitor over-expressed differentiated mouse ESCs.** Mouse ESCs were treated with100 ng/ml Activin A and 50 ng/ml Wnt3a for three days, then transfected with pooled miRNAs inhibitors to allow further differentiation for 2 more days. Cel-miR-67 inhibitor was used as a negative control. The differentiated cell samples were collected at day 5 of differentiation for miRNA expression analysis using Taqman RT-qPCR. Data are expressed as mean fold change ± SD. A: Activin A; 3a:Wnt3a.
(TIF) Click here for additional data file.

Figure S6 **Consensus miRNA binding sites in the 3′ UTR region of Hdac7 and Hdac9.** A. The consensus miRNA binding sites in the 3′ UTR region of Hdac7; B. The consensus binding miRNA sites in the 3′ UTR region of Hdac9. Red: mir-338-5p binding site; Yellow: mir-181c binding site; Blue: mir-196 a/mir-196b binding site.
(TIF) Click here for additional data file.

Figure S7 **RT-qPCR examination of Hdac expression in pooled miRNA over-expressed differentiated mouse ESCs.** Mouse ESCs were treated with100 ng/ml Activin A for three days, then transfected with pooled miRNAs to allow further differentiation for 2 more days. Cel-miR-67 was used as a negative control. The differentiated cell samples were collected at day 5 of differentiation for HDACs expression analysis using RT-qPCR. Data are expressed as mean fold change ± SD. A: Activin A; 3a:Wnt3a.
(TIF) Click here for additional data file.

Methods S1 **miRNA over-expression protocol.**
(DOC) Click here for additional data file.

Table S1 **Primers sequences.** Listed are the primer sequences for qPCR analyses and the miRNA Taqman assay IDs. The PCR primers were synthesized from Invitrogen (Carlsbad, USA). All miRNA Taqman assays were purchased from ABI (Foster City, USA).
(DOC) Click here for additional data file.

Table S2 **Differentially expressed genes in all samples.** Mouse ESCs were treated with 100 ng/ml Activin A, 50 ng/ml Wnt3a, or 100 ng/ml plus 50 ng/ml Wnt3a, and the samples were collected and profiled at 1 day, 3 days, and 5 days after treatment. The differentially expressed miRNAs were identified by using ANOVA test under FDR <0.05. Total of 386 differentially expressed miRNAs were identified.
(XLS) Click here for additional data file.

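Table S2 gives the authors' normalized log2 values and p-values of an analysis over the 13 groups. Of its 386 miRNAs, 352 passed the detection filter used here and 328 were among the 330 called by limma. The other 34 were detected on at least 2 of 3 arrays in no group.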

Table S3 **Differentially expressed miRNAs at day3 samples.** Identification of differentially expressed miRNAs was described in the methods section. 90 differentially expressed miRNAs under the cutoff as FDR <0.05 and fold>2 or <0.5 were identified from the 3 day samples.
(XLS) Click here for additional data file.

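The list of Table S3 and the 81 miRNAs called here at day 3 shared 74 miRNAs, and all miRNAs of the table were detected often enough at day 3 to be tested.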

Table S4 **Differentially expressed miRNAs at day5 samples.** Identification of differentially expressed miRNAs was described in the methods section. 118 differentially expressed miRNAs under the cutoff as FDR <0.05 and fold>2 or <0.5 were identified from the 5 day samples.

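Of the miRNAs of Table S4, all were tested here at day 5 and 106 were among the 114 called.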

(XLS) Click here for additional data file.

Table S5 **Enriched pathways of synergistically regulated miRNAs at DE progression stages.** GeneGo pathway analysis of putative targeted genes was performed on the synergistically regulated miRNAs at the DE progression stage. 300 pathways were significantly enriched.
(DOC) Click here for additional data file.

Table S6 **Enriched pathways of synergistically regulated miRNAs at DE maturation stages.** GeneGo pathway analysis of putative targeted genes was performed on the synergistically regulated miRNAs at the DE maturation stage. 252 pathways were significantly enriched.
(DOC) Click here for additional data file.

# Supplementary material for: Involvement of Histone Acetylation of Sox17 and Foxa2 Promoters during Mouse Definitive Endoderm Differentiation Revealed by MicroRNA Profiling
**Source:** PLoS One. 2011 Nov 23;6(11):e27965. doi: 10.1371/journal.pone.0027965
**Supplement:** Methods S1 — miRNA over-expression protocol.

**miRNA over-expression protocol**

Day 0:

1. 6-well plate was coated with collagen at the final concentration of 0.05mg/ml (diluted with 0.02N acetic acid)

2. mES cells were split and incubated for 1h to remove feeder cells

3. 80000 cells /per well were plated to the collagen coated 6-well plate in mES culture medium.

Day 1:

1. The culture medium was changed to 2ml/well differentiation medium (PRIM1640+1XB27+1Xsodium byruate+100ng/ml Activin A)

Day 2:

1. Medium was changed the same as above

Day 3:

1. The cultures were fed with fresh differentiation medium (PRIM1640+1XB27+1Xsodium byruate+100ng/ml Activin A)

2. Six synthetic mature miRNAs, mir-181c/338-5p/222/196a/196b/let-7e, were pooled together equivalently. The final concentration for pooled miRNAs and control miRNA(Cel-67) is 20uM.

3. Cells were transfect with 10ul miRNAs using 5 ul RNAiMAX reagent according to manufacture’s protocol

Day 4:

1. Medium was refreshed with 2ml differentiation medium the same as above

Day 5:

1. The cultures were replenished with the differentiation medium and re-transfected with the pooled miRNA and the control miRNA the same as the day 3 initial transfection

Day6:

1. The cells were washed once with PBS and lysed in RNA lysis buffer (Qiagen) for RT-qPCR or in RIPA buffer for western-blot analyses

# Supplementary material for: Involvement of Histone Acetylation of Sox17 and Foxa2 Promoters during Mouse Definitive Endoderm Differentiation Revealed by MicroRNA Profiling
**Source:** PLoS One. 2011 Nov 23;6(11):e27965. doi: 10.1371/journal.pone.0027965
**Supplement:** Table S1 — Primers sequences. Listed are the primer sequences for qPCR analyses and the miRNA Taqman assay IDs. The PCR primers were synthesized from Invitrogen (Carlsbad, USA). All miRNA Taqman assays were purchased from ABI (Foster City, USA).

**Table S1. Primers sequences**

**Primers for real-time PCR**

| Gene | Primer sequence |
| --- | --- |
| Sox17_F | gctaggcaagtcttggaagg |
| Sox17_R | cttgtagttggggtggtcct |
| Foxa2_F | tggctgcagacacttcctac |
| Foxa2_R | aagctctcccaaagtctcca |
| mGapdh_F | aacgggaagcccatcacc |
| mGapdh_R | cagccttggcagcaccag |
| Ck7_F | caggatgtggtggaggactt |
| Ck7_R | ttgctcatgtaggcagcatc |
| Ck18_F | cgaggcactcaaggaagaac |
| Ck18_R | gctgaggtcctgagatttgg |
| Ck19_F | ggtcagtgtggaggtggatt |
| Ck19_R | cctcaatccgagcaaggtag |
| Hnf4_F | agaggttctgtcccagcaga |
| Hnf4_R | atgtacttggcccactcgac |
| Tat_F | agccattgtggacaacatga |
| Tat_R | cttcatggcttgggtcactt |
| G6p_F | atgactttgggatccagtcg |
| G6p_R | tggaaccagatgggaaagag |
| Hdac1_F | tgctgtgaactacccactgc |
| Hdac1_R | cactgcactaggctggaaca |
| Hdac2_F | tgctgtcaattttcccatga |
| Hdac2_R | gcgctaggctggtacatctc |
| Hdac3_F | tgcttcaatctcagcattcg |
| Hdac3_R | ggacagtgtagccaccacct |
| Hdac4_F | aaatgagtttgccccagatg |
| Hdac4_R | acccaaaacatttggcagag |
| Hdac5_F | aggaggaagaggaggactgc |
| Hdac5_R | gtacacctggaggggctgta |
| Hdac6_F | gcaacctctgggacaatcat |
| Hdac6_R | gtggcaggtaaggagctcag |
| Hdac7_F | gaagctggctgaagtgatcc |
| Hdac7_R | ccaagggctcaagagttctg |
| Hdac8_F | tgccctgcataaacaaatga |
| Hdac8_R | ctggatggtcctcatcacct |
| Hdac9_F | cttactcaggcggaaggatg |
| Hdac9_R | gcctcattttcggtcacatt |
| Hdac10_F | cagaggaagagttgggcttg |
| Hdac10_R | ggtgtccgggtgaaagtaga |

Probe ID for Taqman miRNA

| Assay ID miRNA name |
| --- |
| Assay ID-002215 mmu-miR-196b |
| Assay ID-000495 mmu-miR-196a |
| Assay ID-002406 mmu-let-7e |
| Assay ID-000583 mmu-miR-9 |
| Assay ID-002231 mmu-miR-9* |
| Assay ID-001670 mmu-miR-685 |
| Assay ID-002276 mmu-miR-222 |
| Assay ID-002593 mmu-miR-292-3p  Assay ID_000482 mmu-miR -181c |
| Assay ID-000387 mmu-miR-10a |
| Assay ID-000512 mmu-miR-210 |
| Assay ID-002198 mmu-mir-125a-5p |
| Assay ID-001973 U6 snRNA |

**Primers of real-time PCR For CHIP**

| Gene Name | Primer sequence |
| --- | --- |
| mSOX17F_2K | cctttcctcaagcactcagg |
| mSOX17R_2K | aaacctgccctagatgctca |
| mFOXA2F_2K | cccagtgtctcaggaatggt |
| mFOXA2R_2K | tggaggctcacaaaataccc |
| mSox2_F_2k | cagaaacaatggcacaccac |
| mSox2_R_2k | caagacgacagctcctttcc |

# Supplementary material for: Involvement of Histone Acetylation of Sox17 and Foxa2 Promoters during Mouse Definitive Endoderm Differentiation Revealed by MicroRNA Profiling
**Source:** PLoS One. 2011 Nov 23;6(11):e27965. doi: 10.1371/journal.pone.0027965
**Supplement:** Table S5 — Enriched pathways of synergistically regulated miRNAs at DE progression stages. GeneGo pathway analysis of putative targeted genes was performed on the synergistically regulated miRNAs at the DE progression stage. 300 pathways were significantly enriched.

Table S5.enriched pathways of synergistically regulated miRNAs at progression stages.

# Supplementary material for: Involvement of Histone Acetylation of Sox17 and Foxa2 Promoters during Mouse Definitive Endoderm Differentiation Revealed by MicroRNA Profiling
**Source:** PLoS One. 2011 Nov 23;6(11):e27965. doi: 10.1371/journal.pone.0027965
**Supplement:** Table S6 — Enriched pathways of synergistically regulated miRNAs at DE maturation stages. GeneGo pathway analysis of putative targeted genes was performed on the synergistically regulated miRNAs at the DE maturation stage. 252 pathways were significantly enriched.

Table S6.enriched pathways of synergistically regulated miRNAs at maturation stages.

How the deposited data were processed for this re-analysis (not part of the article)

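MiRNA levels were taken from 39 Agilent 1-colour mouse miRNA arrays, 3 for each of 13 groups: undifferentiated ESCs, and control, Wnt3a, Activin A and Activin A plus Wnt3a at days 1, 3 and 5. Each array was assigned to its group by its label and by the paper's methods, and none by its values.

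The authors deposited 2 kinds of values. The scanner output holds intensity values as deposited by the authors: per the file headers, Feature Extraction 10.7.3.1 subtracted the background of each spot and combined the probes of each of 650 miRNAs into a total signal, which is 0.1 where the software did not detect the miRNA. The other values in those deposited files, the detection flags, were set by the same software for the authors and were used for filtering and for counting arrays. The deposited series matrix holds log2 values that the authors made by raising low signals to a floor, quantile normalizing and taking the logarithm. It was used only as an alternative, because 18 of its 39 columns hold values in the rank order of the scanner output of another array. These 18 are 9 arrays of Activin A and 9 of Activin A plus Wnt3a, exchanged between the 2 treatments on each day. The alternative uses the columns as named, and a version with each column matched to its array was added after the exchange was seen.

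Each array had 13715 spots, of which 13000 were not controls. Between 183 and 375 miRNAs were detected per array, the median local background was 35 to 42 and 0 spots were saturated. Low signals limit the precision most on the arrays of undifferentiated ESCs and day 1, where the lowest detected normalized signal was 12.3 to 34.4, against 2 to 11.3 at days 3 and 5.

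The total signals were quantile normalized across the 39 arrays with limma 3.58.1 in R 4.3.3, raised to a floor of 2 and put on the log2 scale; 225 of 10796 detected values lay under the floor. The plan made before the values were read put quantile normalization of the signals first, then the floor, then the log2 scale, and did not say outright on which scale to normalize. The step was first run on log2 signals and then changed to the signals, to follow that order, after both sets of counts had been seen. The log2 form is given as an added alternative. A miRNA was tested where it was detected on at least 2 of 3 arrays of at least 1 group of the fit. The 13 groups were fitted over 39 arrays and each day over its 12 arrays with limma's empirical Bayes method, and p-values were adjusted by the Benjamini-Hochberg method over the miRNAs tested.

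A miRNA counted as changed on a day at an adjusted p under 0.05 in the F-test over the 3 treatments and more than 2-fold from control in at least 1. A treatment's calls were miRNAs with an adjusted p under 0.05 and more than 2-fold from control. A changed miRNA counted as synergistic where Activin A plus Wnt3a and Activin A differed at least 1.5-fold and Wnt3a was not called. The interaction was the effect of both treatments minus the sum of the single effects on the log2 scale. Where a miRNA was undetected on all 3 arrays of a group, its fold is a lower bound against the mean of the lowest log2 signals those 3 arrays detected, and no fold is given where the bound is under 1.

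Alternatives were the methods' analysis of variance and plain tests, scaling to the 75th percentile over all miRNAs or over those detected on all arrays, quantile normalization within each day, normexp background correction of median spot signals with an offset of 50, the floor before normalization, the series matrix, no filter and a stricter filter, 1 fit of all arrays, slide as a block (statmod 1.5.0 for random blocks), the replicate number as a block, 3 changes of the synergy criteria, and each array left out in turn. The scanner output used here holds median spot signals, so normexp correction took those in place of means.

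The miRNAs named in the text are, by a rule set with the plan, those the paper names in its results, discussion or synergy figure as measured on the arrays, those changed at day 1, and for days 3 and 5 the 3 with the largest increase and the 3 with the largest decrease in Activin A plus Wnt3a against control among the called miRNAs that changed the same way in all 3 replicates. Here these were ranked among miRNAs detected on all 3 arrays of both groups, a limit the rule did not state. The comparison of Activin A plus Wnt3a with Activin A itself was counted under the alternatives after all other results had been seen. The let-7, mir-99, mir-100 and mir-125b miRNAs of the closing section, mir-24-2* and mir-489 at day 3, mir-9* at day 3 and its opposite changes, and the viral probes were singled out after their values were seen. Splits of the arrays were drawn 100 times, or 10 where 3 arrays stood against 3. The fits were tested on simulated data: of 60 miRNAs given a change of 2 or 3 on the log2 scale from a detected level, 52, 59 and 56 were recovered at days 1, 3 and 5, with 0, 1 and 2 unchanged miRNAs called. Summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The real-time PCR, staining and other experiments of the paper were not analysed here.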

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

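All tests in this part were chosen after the results had been seen. They ask whether the effect of the same treatment against control differs between days 3 and 5, tested as the difference itself with limma over 369 miRNAs.

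The effect differed more than 2-fold at an adjusted p under 0.05 for 8 miRNAs with Wnt3a, 43 with Activin A and 55 with Activin A plus Wnt3a. These counts were not repeated under the alternatives. The days lay mostly on different slides. The 3 arrays of Activin A plus Wnt3a at day 3 shared a slide with arrays of day 5 and with 0 other arrays of day 3, so for the 55 miRNAs slide and day cannot be told apart. With Wnt3a, replicate 1 of day 5 lay 1.17 from its replicates on average over the 143 miRNAs detected on all arrays, against at most 0.359 for the 36 arrays of other groups, which may hide differences by widening the spread. A change of the response with time, which the design gives as the biological explanation, stays open and was not separated from slide. For the 43 miRNAs with Activin A no test of slide was made.

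In mir-9*, Activin A had opposite effects on the 2 days: 1.99 at day 3 (SE 0.61, adjusted p = 0.0206) and -1.69 at day 5 (SE 0.52, adjusted p = 0.0307). The difference was -3.68 (SE 0.83, adjusted p = 0.00384). It was detected on 2 of 3 control arrays at day 3 and on 3 of 3 arrays of Activin A at day 3 and of control and Activin A at day 5, so an array at the floor enters the control mean of day 3. At day 3 the Activin A arrays and 2 of the control arrays shared a slide, and at day 5 the control arrays and 2 of the Activin A arrays shared another. On the shared slide of day 5, Activin A lay at 4.13 and 3.99 and control at 5.74 to 5.76. The Activin A arrays of day 3 lay at 4.48 to 4.57, the control arrays with detection at 3.40 and 3.20, and the third control array detected no miRNA under 3.49. The last 2 of these shared the slide of the Activin A arrays. The opposite signs thus rest neither on the floor nor on slide, while the size at day 3 depends on the floor. A change with time was not excluded.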

How the results depend on the processing

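The quantile normalization of log2 signals and the series matrix with its columns matched to the arrays were chosen after the data had been seen; the other alternatives were set before the data were examined. Of the comparisons of 116 named differences with their alternatives and omissions, 2711 kept direction and call, 230 lost the call, 74 gained one and 48 changed direction. The 330 miRNAs differing among the 13 groups became between 285 and 357 under the alternatives. The stricter filter and the matched series matrix moved no count by more than 1.5 times.

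The cause was not tested for any of the following changes unless one is named. For the fit of all 39 arrays (1 fit of all arrays), the counts were 30 in place of 10 changed miRNAs at day 1, with 23 for Wnt3a (10), 8 for Activin A (0), 26 for both (13) and 8 synergistic (1); 6 for Wnt3a (10) and 23 interactions (74) at day 3; and 27 for Wnt3a (14) and 32 interactions (9) at day 5. Normexp background correction gave 0 for changed miRNAs, Wnt3a, both treatments and synergy at day 1. At day 3 it gave 12 changed (81), 0 for Wnt3a, 9 for Activin A (62), 11 for both (66), 0 synergistic (25) and 114 interactions (74), and at day 5 28 changed (114), 1 for Wnt3a, 25 for Activin A (92), 27 for both (113), 0 synergistic (21) and 3 interactions. Its offset of 50 shrinks differences at low signals by construction.

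The 75th percentile over all miRNAs gave 1 changed, 4 for Wnt3a and 0 synergistic at day 1, and without a filter on dim miRNAs there were the same 1, 4 and 0, with 49 interactions at day 3 and 5 at day 5; the latter setting tests more miRNAs, which raises the adjusted p. The 75th percentile over miRNAs detected on all arrays gave 0 synergistic at day 1 and 22 interactions at day 5. The methods' tests gave 3 synergistic at day 1 and 0 for Wnt3a at day 5, the floor before normalization gave 16 for Wnt3a at day 3, quantile normalization within each day gave 2 for Activin A and 2 synergistic at day 1, and that of log2 signals gave 2 and 2 there and 19 for Wnt3a at day 3. Requiring an adjusted p under 0.05 against Activin A left 10 synergistic at day 5.

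With slide as a block, fixed at days 1 and 5, there were 2 changed, 1 for Wnt3a, 1 for both and 0 synergistic at day 1, and 0 for Wnt3a, 68 for both and 4 interactions at day 5. At day 3 slide was a random block with a correlation of 0.0261, which leaves it nearly without effect and is no test of the slide of Activin A plus Wnt3a. At day 1, let-7f* changed direction under the block with Wnt3a (-0.38) and with both (-0.14), where its size was not measured, as control was undetected, and so did mir-202-3p with Wnt3a (0.086 in place of -1.17). The fit then rests on 3 Activin A arrays, which join the 2 slides.

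The replicate numbers did not pair the arrays of any day as a whole: of 54 correlations between the deviations of arrays with the same number, 20 were over 0.1, with a range of -0.49 to 0.43. Of 18 pairs of groups, 3 had all 3 correlations over 0.1 (control with Wnt3a and with Activin A at day 1, and Activin A with both at day 3) and 1 had all 3 under -0.1. With the replicate block, 3 miRNAs were changed at day 1 (10) and 3 had an interaction at day 5 (9), and the other counts moved by less than 1.5 times, with 331 miRNAs differing among the 13 groups, 78 and 114 changed at days 3 and 5, and 24 and 22 synergistic.

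The series matrix with its columns as named exchanges Activin A and Activin A plus Wnt3a on 18 arrays, and that exchange is the cause of the following. At day 1 Activin A had 14 calls, both treatments 0 and the interaction 84, and at day 5 the interaction had 32. For both treatments, mir-223 at day 1 was -0.075 against control and -3.54 against Activin A (in the main comparisons it was higher against undetected groups, so its size was not measured). The differences between both treatments and Activin A that changed direction were, at day 3, mir-302b* -1.10, mir-181c -1.07, mir-338-5p -0.52, mir-222 -0.97, mir-99b* 0.89, mir-10a 2.20, mir-340-5p 0.91, mir-340-3p 1.69, mir-1187 0.75, mir-574-5p 0.75, mir-130b* 0.62, mir-24-2* -1.59, mir-489 1.50 and mir-9* 3.22. At day 5 they were mir-196a -2.68, mir-196b -2.45, mir-24-2* -0.72, let-7e -0.71, mir-181c -0.67, mir-290-3p -0.53, mir-9 1.33, mir-685 1.07, mcmv-mir-m22-1 2.04, mir-718 1.54, mir-1896 1.37, mir-1901 0.98, mir-546 1.31, mir-9* 2.64, mir-483 0.59, mir-712* 0.77, mir-1224 0.70, mir-219 1.25, mir-804 0.63, mir-301b 0.56, mir-125a-5p -0.35 and mir-489 1.01. With the columns matched to the arrays, 1 named difference changed direction.

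For Wnt3a against control at day 5, mir-546 changed direction: 0.044 became -0.006216 under normexp background correction, -0.005051 in the series matrix in either form, -0.16 and -0.14 without Wnt3a replicates 1 and 2 and -0.24 without control replicate 2. At day 3, mir-340-5p with Activin A became 0.062 in place of -0.15 without control replicate 2 and -0.40 without control replicate 3.

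Omitting each array in turn gave 324 to 331 miRNAs differing among the 13 groups. Counts that moved by more than 1.5 times are given with the omitted array. At day 1 the counts were 1 to 17 for changed (Activin A replicate 3 17, both replicate 1 5, replicate 2 3, replicate 3 5, Wnt3a replicate 1 4, replicate 2 6, replicate 3 4, control replicate 1 3, replicate 3 1), 3 to 19 for Wnt3a (Wnt3a replicate 1 3, replicate 2 4, replicate 3 4, control replicate 1 3, replicate 2 19, replicate 3 3), 0 to 4 for Activin A (Activin A replicate 1 2, replicate 2 1, control replicate 2 4), 5 to 22 for both (both replicate 2 5, control replicate 1 7, replicate 2 22, replicate 3 7), 0 to 3 for synergistic (Activin A replicate 2 2, replicate 3 3, both replicate 1 2, replicate 2 0, Wnt3a replicate 2 2, replicate 3 0, control replicate 2 2, replicate 3 0) and 0 to 3 for interactions (Activin A replicate 1 2, replicate 2 1, both replicate 3 1, control replicate 2 3). At day 3 the counts were 74 to 82 for changed, 9 to 12 for Wnt3a, 52 to 62 for Activin A, 60 to 70 for both, 18 to 28 for synergistic and 50 to 88 for interactions. At day 5 the counts were 106 to 145 for changed, 10 to 34 for Wnt3a (Wnt3a replicate 1 34, replicate 3 23), 83 to 107 for Activin A, 103 to 126 for both, 16 to 24 for synergistic and 2 to 59 for interactions (Activin A replicate 2 2, replicate 3 4, both replicate 1 2, replicate 2 2, replicate 3 3, Wnt3a replicate 1 59, replicate 3 23, control replicate 2 5, replicate 3 2).

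The share of calls higher than control also moved. For Activin A plus Wnt3a against control at day 1, 69.2% became 53.3% after scaling to the 75th percentile over miRNAs detected on all arrays, and for Activin A plus Wnt3a against control at day 5, 50.4% became 36.9% with that scaling and 63% with normexp correction. For Wnt3a against control at day 1 it was 70%, and 50% after scaling over all miRNAs. For Wnt3a against control at day 3 it was 100%, and 87.5% with the floor before normalization and 68.4% with log2 quantiles. For Wnt3a against control at day 5, 71.4% became 93.8% and 92.9% with the scalings and 100% with normexp correction. For Activin A against control at day 3, 66.1% became 44.4%, and for Activin A plus Wnt3a against control at day 3, 63.6% became 45.5%, both with normexp correction.

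Signal over background limits the early arrays most. The median local background was 35 to 42 on all arrays, but the group medians of detected miRNAs were 193 to 222 for undifferentiated ESCs and day 1 and 291 to 352 later, so a fall to an undetected level is bounded less tightly at day 1.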

Differences from the paper's values

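Each value of the paper is marked as the paper's, and the series matrix with matched columns and the log2 quantile normalization were chosen after the values had been seen. Of 86 log2 differences read from the paper's Tables S3 and S4, 22 differed from those computed here by more than the spread between replicates, 1 of them in sign, and the paper's was the larger in 73 of the 86.

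For the number of miRNAs changed at day 1, the paper's value is 4 and the value here 10. Of the alternatives set before the data were examined, the replicate block gave 3, and 7 omissions were also within 1.5 times of the paper's: 5, 3 and 5 without Activin A plus Wnt3a replicates 1, 2 and 3, 4, 6 and 4 without Wnt3a replicates 1, 2 and 3, and 3 without control replicate 1. The other alternatives and omissions were not. For synergistic miRNAs at day 3, the paper's value is 10 and the value here 25, and no alternative or omission came within 1.5 times of the paper's.

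Measured as log2 difference, Activin A against control at day 5, the values were as follows, with the alternatives in brackets that did not differ from the paper's: let-7e 2.396 in the paper and 1.771 here (2.395 with the floor first).

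Measured as log2 difference, Activin A plus Wnt3a against control at day 5, the values were as follows, with the alternatives in brackets that did not differ from the paper's: let-7e 3.102 in the paper and 2.344 here (3.101 with the floor first), mir-124 -5.444 in the paper and -4.701 here (-5.444 with the floor first, -5.385 with series matrix values), mir-181b -2.790 in the paper and -2.280 here (-2.790 with the floor first, -2.639 with slide as a block), mir-200a 4.297 in the paper and 3.557 here (4.309 with the floor first, 4.354 with series matrix values), mir-200c 4.118 in the paper and 3.308 here (4.121 with the floor first), mir-301b -1.258 in the paper and -1.119 here (-1.258 with the floor first), mir-429 3.920 in the paper and 3.543 here (3.935 with the floor first, 3.979 with series matrix values), mir-9 -3.618 in the paper and -3.226 here (-3.623 with the floor first).

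Of day 3, as log2 difference, Wnt3a against control at day 3, the values were as follows, with the alternatives in brackets that did not differ from the paper's: mir-10a 1.946 in the paper and 1.407 here (1.554 with 75th percentile over miRNAs detected on all arrays, 1.946 with the floor first, 1.946 with series matrix values).

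Of day 3, as log2 difference, Activin A plus Wnt3a against control at day 3, the values were as follows, with the alternatives in brackets that did not differ from the paper's: mir-124 -3.105 in the paper and -2.295 here (-3.105 with the floor first), mir-141 2.797 in the paper and 2.108 here (2.800 with the floor first, 3.234 with series matrix values), mir-322 -1.759 in the paper and -1.655 here (-1.723 with 75th percentile over all miRNAs, -1.759 with the floor first).

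Measured as log2 difference, Activin A plus Wnt3a against Activin A at day 5, the values were as follows, with the alternatives in brackets that did not differ from the paper's: mir-1901 -0.979 in the paper and -0.637 here (-0.980 with the floor first, -0.824 with slide as a block), mir-196b 2.453 in the paper and 1.745 here (2.467 with the floor first), mir-685 -1.066 in the paper and -0.694 here (-1.066 with the floor first), mir-712* -0.771 in the paper and -0.443 here (-0.771 with the floor first), mir-9 -1.327 in the paper and -0.999 here (-1.327 with the floor first).

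Of day 3, as log2 difference, Activin A plus Wnt3a against Activin A at day 3, the values were as follows, with the alternatives in brackets that did not differ from the paper's: mir-222 0.969 in the paper and 0.651 here (1.032 with 75th percentile over miRNAs detected on all arrays, 0.831 with 75th percentile over all miRNAs, 0.971 with the floor first), mir-340-5p -0.913 in the paper and -0.674 here (-0.915 with the floor first), mir-489 -1.504 in the paper and -1.081 here (-1.507 with the floor first).

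Measured as log2 difference, Wnt3a against control at day 5, the values were as follows, with the alternatives in brackets that did not differ from the paper's: mir-546 -0.005055 in the paper and 0.04384 here (-0.006216 with normexp background correction, -0.005051 with series matrix values).

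The floor before normalization, an alternative set before the data were examined, did not differ from the paper's for 21 of these 22 log2 differences, and for mir-546 it did. The series matrix as named did so for 6, each 75th percentile scaling for 2, slide as a block for 2 and normexp correction for 1. The methods' tests, both other filters, the fit of all arrays, the replicate block and quantile normalization within each day did so for 0. The series matrix with matched columns, chosen after the values had been seen, differed by at most 4e-06 for all 22. It drops 34 of the paper's 386 miRNAs of Table S2, 0 of 90 and 0 of 118 of Tables S3 and S4 and 2 of 11 and 2 of 20 of the synergy figure. The floor before normalization drops 51, 1, 1, 2 and 3 of these lists, the series matrix as named 34, 0, 0, 2 and 2, and the main processing 58, 16, 12, 2 and 8. Log2 quantiles, chosen after the values had been seen, did not differ for mir-301b and mir-322 and drop 102, 17, 22, 6 and 8.

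Leaving out single arrays brought some values within the spread between replicates of the paper's. At day 3 this was so for mir-10a without control replicate 3, mir-141 without control replicate 2, and mir-222 and mir-340-5p without Activin A replicate 1 or 2 or Activin A plus Wnt3a replicate 1. At day 5 it was so for mir-1901 without Activin A replicate 1 or 2 or Activin A plus Wnt3a replicate 1, and for mir-546, also in sign, without Wnt3a replicate 1 or 2 or control replicate 2. For the other 16 no omission did so. Of Table S2, 46, 53, 48, 53 and 57 miRNAs were not called with the 75th percentile over miRNAs detected on all arrays, that over all miRNAs, normexp correction, slide as a block and the replicate block, and of Table S3 15 with slide as a block, so these settings call miRNAs of the paper that the main processing does not.

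Some statements of the paper differ from the values here. The paper finds no synergistic miRNA at day 1, where mir-223 met the criteria here only with undetected arrays set to the floor. Its lower bound over Activin A was under the 1.5-fold of the criteria, so this is no measured difference from the paper. The paper's synergy figure has mir-340-5p at day 3 and mir-1901, mir-712* and mir-1224 at day 5, which were not among the changed miRNAs. With the floor before normalization, the series matrix as named and 2 settings chosen after the values had been seen, the matched series matrix and log2 quantiles, mir-340-5p, mir-1901 and mir-712* were changed and met them, as did mir-340-5p without control replicate 3 and mir-1901 without Activin A plus Wnt3a replicate 1. For mir-1224 this held with quantile normalization within each day and in both forms of the series matrix, and with the 75th percentile over miRNAs detected on all arrays it was changed only. Of the others in the figure for day 5, let-7e and mir-181c met the criteria with the floor before normalization, log2 quantiles and both forms of the series matrix (let-7e also without Activin A replicate 3 or Activin A plus Wnt3a replicate 1), mir-290-3p with log2 quantiles and without Activin A plus Wnt3a replicate 1, mir-804 with both 75th percentile scalings, quantile normalization within each day, the floor before normalization and both forms of the series matrix, and mir-301b in no setting or omission. Over the whole lists, 9 of 11 and 12 of 20 miRNAs of the synergy figure met the criteria, where the paper adds mir-10a to the figure for day 3 as an exception to them. On the values of the paper's own Tables S3 and S4, 25 and 22 miRNAs had a ratio of at least 1.5 and Wnt3a within 2-fold, and 1 of 11 and 2 of 20 miRNAs of the figure were under 1.5-fold, at the lowest 1.43 and 1.44. The array figure for day 5 contains let-7e, for which the text states no significant synergy in the RT-qPCR of Figure S2, a different measurement. The paper presents mir-301b, mir-546 and mir-1896 as responding more to both treatments than to Activin A, and here the adjusted p of that comparison was 0.467, 0.407 and 0.366, and 0.0329 to 1, 0.0171 to 1 and 0.152 to 0.988 over the alternatives. It was under 0.05 for mir-301b in the methods' tests (0.0329) and without Wnt3a replicate 2 (0.0202), for mir-546 with quantile normalization within each day (0.0172) and in the fit of all arrays (0.0171), and for mir-1896 without Wnt3a replicate 1 (0.0235).

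Of the miRNAs in the paper's lists, those of Tables S2, S3 and S4 called here were 328 of 386, 74 of 90 and 106 of 118.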

Other observations

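The tests of slide, scan session, feeder RNA, viral probes, the single Wnt3a array, the floor of Table S2, the order of the series matrix columns and the mir-99, mir-100 and mir-125 miRNAs were chosen after the results had been seen. The counts over other splits of the arrays were planned.

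Other splits of the same arrays into groups of the same sizes show where chance can be excluded for a count. Of 100 splits, the real one included, 1 gave as many as the 330 miRNAs differing among the 13 groups, 3 as many as the 10 changed at day 1, 1 as many as the 81 at day 3 and 1 as many as the 114 at day 5. For synergistic miRNAs it was 13 splits at day 1, 1 at day 3 and 1 at day 5, and for the interaction 100 at day 1, where 0 were called by limma (13 at an unadjusted p under 0.05, 0 without limma's shared estimate of the spread), 3 at day 3 and 2 at day 5. Chance can thus be excluded for the 330 differing miRNAs and for those changed at days 3 and 5. The 10 changed at day 1 are not beyond the other splits, of which 2 gave as many or more. For synergy and the interaction the splits also mix the effects of the single treatments into the spread between arrays, so they do not decide there. For a single treatment against control 10 splits exist, too few to exclude chance: 1 split was as large as the real one with Wnt3a and with both treatments on each day and with Activin A at days 3 and 5, and 10 with Activin A at day 1. The 2 other splits with as many changed miRNAs at day 1 gave 10 and 12, and in both the arrays of 3 of the 4 groups lay on 1 slide each, as in the real groups. Of the 12 other splits with as many synergistic miRNAs at day 1, 5 were of that kind, with 1 to 11. With slide in the fit, 2 miRNAs were changed and 0 synergistic at day 1. The other splits as large for the interaction had 152 and 154 at day 3, and 177 at day 5, and had 1 group and 0 groups on 1 slide.

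At day 1 more miRNAs were called with Wnt3a and with both treatments than with Activin A, and slide is a candidate explanation. The control arrays lay on 1 slide and the arrays with Wnt3a on another, with 2 and 1 of the Activin A arrays. Of the 13 miRNAs called with both treatments, the Activin A array on the slide of the treated arrays lay on the treated side of the other 2 for 12, where it did so for 65.8% of all miRNAs tested, and its shift was at the median 55.5% of the treatment's difference. For Wnt3a it was 10 of 10 and 58.8%. With slide in the fit, 2 miRNAs were changed, 1 called with Wnt3a and 1 with both. Leaving out 1 array gave 3 to 19 calls with Wnt3a in place of 10, 5 to 22 with both in place of 13 and 0 to 4 with Activin A in place of 0 (limma; 38 at an unadjusted p under 0.05, and 0 by the methods' tests). For mir-150 the call was kept with slide in the fit, at 1.27 with Wnt3a and 1.02 with both, which argues against slide as the whole cause there, and a response to Wnt3a within 1 day stays open.

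More miRNAs had an interaction at day 3 than at day 5, 74 against 9. The slide and scan session of the Activin A plus Wnt3a arrays of day 3 held 0 other arrays of that day, so slide and treatment cannot be told apart there. The standard errors were also larger at day 5, 0.38 against 0.16 at the median. Without Wnt3a replicate 1 of day 5 the interactions at day 5 were 59, and with 1 fit of all arrays, which gives both days 1 spread, they were 23 at day 3 and 32 at day 5. The other alternatives kept the higher count at day 3, such as 114 against 3 under normexp background correction. It was 92 against 10 with the 75th percentile over all miRNAs and 55 against 3 with the replicate block. As these leave the slide of day 3 in place, a weaker interaction at day 5 is not shown by the counts.

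Undifferentiated ESCs and day 1 had let-7d and let-7i on 15 of 15 arrays, at log2 levels of 5.55 to 7.60 and 6.88 to 7.88, and 0 of 24 later arrays had either. RNA from feeder fibroblasts is a candidate explanation. Of a list of 26 fibroblast miRNAs, 25 were tested, 19 were lower and 3 higher in control cultures at day 3 than at day 1, with a median change of -2.62 against 0.50 for all miRNAs. With the 75th percentile over all miRNAs 20 were lower, and with quantile normalization within each day 17 lower and 4 higher, where the median over all miRNAs was 1.10. Members of the list had been seen before it was written, and of the 19 not seen, 13 were lower. From undifferentiated ESCs to control at day 1, after feeders had been removed, 15 of the 25 were higher and 1 lower at an adjusted p under 0.05, let-7d by 1.56 and let-7i by 0.78, on arrays of 1 slide. Loss of feeder cells at that step would lower them, which these values do not show, and feeder cells carried over were not measured, so feeder RNA stays undecided. A change in the ESCs themselves was not told apart from this, and mir-143 was undetected in undifferentiated ESCs. Slide was not decided either, as just 1 array of day 3 lay on a slide with arrays of day 1, 7 of them.

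The number of detected miRNAs rose from day 3 to day 5, at the group medians from 300 to 326 in control, from 309 to 352 with Wnt3a, from 291 to 342 with Activin A and from 303 to 308 with both. On the 1 slide with both days it was 284 to 318 on 3 arrays of day 3 and 323 to 342 on 5 arrays of day 5 (exact two-sided permutation p = 0.0179 over 56 splits). The arrays of day 3 there were all of Activin A plus Wnt3a and those of day 5 of control and Activin A, and those of both treatments at day 5, on another slide, had 307 to 315. The difference may thus come from treatment, and slide stays open for the rise.

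The Wnt3a calls at day 5 depended on replicate 1, whose root mean square difference to its replicates over the 143 miRNAs detected on all arrays was 1.17, beyond the 0.101 to 0.359 of the 36 arrays of other groups, while its 2 replicates were 0.535 apart. Over the 330 miRNAs differing among groups it was 1.35, also the largest, but arrays of undifferentiated ESCs and day 1 reached 1.34. Without it 34 miRNAs were called with Wnt3a in place of 14 and 59 interactions in place of 9. Without replicate 2 these were 17 and 13 and without replicate 3 they were 23 and 23, and without any 1 array of the other groups 10 to 14 and 2 to 7. A single deviating array is a candidate explanation for the low counts, and why it deviates was not tested.

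Of 29 miRNAs of mouse cytomegalovirus on the array, 3 gave signal on 20 arrays or more, 18 on none, 9 were tested and 4 were among the miRNAs changed at day 5. Virus in the cultures or binding of other RNA to these probes may give such signal, and the 3 do not decide between them. Of 10 miRNAs of mouse gammaherpesvirus 68, M1-2 was detected on 39 of 39 arrays, and the paper's Table S2 lists it.

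Of the 386 miRNAs of Table S2, 34 were detected on 2 of 3 arrays in no group. In the authors' values the lowest level of an array lies between 0.322 and 0.779 on 15 arrays of undifferentiated ESCs and day 1 and between 0 and 0.295 on the 24 others. The analysis of variance on the table's values gave the table's p to within 1.4e-06 for all 386. When every value at or under a log2 of 1 was set to 1, it called 0 of the 34 and 325 of the other 352. A floor that differs between arrays after normalization is a candidate explanation for the 34.

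The columns of the authors' series matrix were set against the scanner output after they had been read. Of 39, 21 ranked the miRNAs as their own array did and 18 as another, 9 of Activin A and 9 of Activin A plus Wnt3a exchanged with each other. For mir-196a the difference between both treatments and Activin A at day 5 was -2.68 as named and 2.68 with matched columns. The values in the paper's Tables S3 and S4 follow the matched columns. This leaves open whether the matrix or the scanner output carries the wrong labels, and if the latter, every difference between both treatments and Activin A would change sign.

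On the arrays, let-7e was higher than control at day 3 by 2.88 with Activin A (limma adjusted p = 0.000783) and 2.68 with both, and at day 5 by 1.77 (adjusted p = 0.0361, at most 0.261 over the alternatives) and 2.34 (adjusted p = 0.00675, at most 0.2). The call at 1.77 was kept in 8 of 13 alternatives and in 3 of 12 omissions, those of the Wnt3a arrays, and lost without any 1 of the other 9 arrays, at an adjusted p of at most 0.0944. The corresponding differences of mir-125a-5p were 1.06, 0.97, 1.76 and 2.11, and between both treatments and Activin A at day 5 it differed by 0.35 (adjusted p = 0.279, and 0.0333 to 0.674 over the alternatives) and let-7e by 0.57 (adjusted p = 0.963, 0.0242 to 1 over the alternatives and 0.0459 without Wnt3a replicate 1). With them mir-99b was higher, by 0.90 and 0.87 at day 3 and 1.48 and 1.75 at day 5. Higher at day 3 was also let-7c, by 2.57 (adjusted p = 0.00107) and 1.96 (adjusted p = 0.00461), while at day 5 its differences were 0.65 and 0.62 (adjusted p = 0.319 and 0.312). In contrast mir-125b-5p was lower, by -2.09 and -1.54 at day 3 and -2.54 and -1.81 at day 5, and mir-99a and mir-100 were undetected with Activin A at day 5, at least 36.4-fold and at least 43.6-fold below control. These directions were the same under quantile normalization, both 75th percentile scalings and normalization within each day. The 75th percentile over miRNAs detected on all arrays moved the median over all miRNAs from -0.039 to -0.21 with Activin A at day 3, and to -0.19 and -0.20 with Activin A and both at day 5. No technical or biological explanation was tested for this contrast.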
